# Transcriptome of Protoplasts Reprogrammed into Stem Cells in *Physcomitrella patens*

**DOI:** 10.1371/journal.pone.0035961

**Published:** 2012-04-24

**Authors:** Lihong Xiao, Liechi Zhang, Ge Yang, Honglin Zhu, Yikun He

## Abstract

**Background:**

Differentiated plant cells can retain the capacity to be reprogrammed into pluripotent stem cells during regeneration. This capacity is associated with both cell cycle reactivation and acquisition of specific cellular characters. However, the molecular mechanisms underlying the reprogramming of protoplasts into stem cells remain largely unknown. Protoplasts of the moss *Physcomitrella patens* easily regenerate into protonema and therefore provide an ideal system to explore how differentiated cells can be reprogrammed to produce stem cells.

**Principal findings:**

We obtained genome-wide digital gene expression tag profiles within the first three days of *P. patens* protoplast reprogramming. At four time-points during protoplast reprogramming, the transcript levels of 4827 genes changed more than four-fold and their expression correlated with the reprogramming phase. Gene ontology (GO) and pathway enrichment analysis of differentially expressed genes (DEGs) identified a set of significantly enriched GO terms and pathways, most of which were associated with photosynthesis, protein synthesis and stress responses. DEGs were grouped into six clusters that showed specific expression patterns using a K-means clustering algorithm. An investigation of function and expression patterns of genes identified a number of key candidate genes and pathways in early stages of protoplast reprogramming, which provided important clues to reveal the molecular mechanisms responsible for protoplast reprogramming.

**Conclusions:**

We identified genes that show highly dynamic changes in expression during protoplast reprogramming into stem cells in *P. patens*. These genes are potential targets for further functional characterization and should be valuable for exploration of the mechanisms of stem cell reprogramming. In particular, our data provides evidence that protoplasts of *P. patens* are an ideal model system for elucidation of the molecular mechanisms underlying differentiated plant cell reprogramming.

## Introduction

Cell reprogramming is an important biological phenomenon whereby cells regress from a specialized, differentiated state to a simple, undifferentiated cell type reminiscent of stem cells with the capability for both self-renewal and to give rise to most other cell types in multicellular organisms [1], [2]. Asymmetric division of a stem cell generates two different daughter cells: a self-renewed stem cell daughter that retains the stem cell's pluripotent characteristics, and a differentiated non-stem cell daughter [3]. Stem cells in plant shoot and root meristems are maintained throughout the life of plants and produce somatic daughter cells that make up the body of plants [4]. Commonly, specialized cells are formed by a one-way process as a fertilized egg develops into an adult, and the cells become increasingly, and normally irreversibly, committed to their fate. However, certain experimental procedures can reverse the cell differentiation process and cause cells to acquire a new fate by reprogramming, a term that describes a switch in nuclear gene expression in one kind of cell to induce it to differentiate into a different cell type. A distinctive feature of cell reprogramming is the withdrawal from a given differentiated state into a stem cell-like state that confers pluripotentiality, a process that precedes the switch in cell fate [5]. This process underlies the totipotency, regeneration and formation of new stem cells. Elucidation of how cell reprogramming takes place is important to help us understand the mechanisms by which cell division and differentiation occur.

Reprogramming of a differentiated cell to become a pluripotent stem cell is frequently observed in plants and is more easily induced in plants than in animals. Differentiated plant cells, in contrast to those of animals, hold multiple developmental potentialities during development and retain a plasticity that enables dedifferentiation [6]. However, the genetic and molecular bases of this difference between plant and animal cells are mostly unknown.

Recently, artificial expression of two transcription factors, Oct4 and Sox2, together with other factors made it possible to reprogram differentiated somatic cells into pluripotent stem cells in mice and humans [7]. The study of cellular reprogramming in animals is limited because of the lack of a suitable, convenient experimental system [8]. Plant protoplasts (plant cells devoid of cell walls) provide an outstanding experimental tool for the study of the biochemical and molecular basis of cellular reprogramming into stem cells [6], [9], [10].

Application of phytohormones, such as auxins and cytokinins, stimulate protoplasts from different tissues to reenter the cell cycle, proliferate, and undergo regenerative processes to give rise to new plantlets [11]–[13]. Using a plant protoplast system, Zhao et al. [9] demonstrated that protoplasts can be isolated easily from fully differentiated, non-dividing mesophyll cells of tobacco leaves, and reenter the cell cycle and proliferate following treatment with auxin and cytokinin. These authors also found that the reprogramming of tobacco mesophyll cells proceeds by two functionally distinct phases of chromatin decondensation: the first is a transitory phase that confers competence for a switch in cell fate followed, under appropriate hormonal conditions, by a second phase that represents commitment to the mitotic cycle. Subsequent studies of protoplast reprogramming concentrated on the relationship between transcription and the structure of chromatin that is involved in heterochromatin decondensation and histone modification [9], [10], [14], [15].

Compared to vascular plants, bryophytes and ferns have a single stem cell in the protonema tip and leafy shoot apex, lack a stem cell niche and organization center, and possess an accessible haploid and relatively simple structure [16], [17], and thus represent a simpler experimental system. Although they diverged hundreds of millions of years ago, bryophytes share similar fundamental genetic and physiological features with seed plants [18] and are phylogenetically intermediate between algae and seed plants [19]. Among bryophytes, the moss *Physcomitrella patens* has emerged recently as the bryophyte model of choice for studies of development, genetics and stress responses [20]–[23].

The *P. patens* apical stem cell system has received much attention following its description in 2007 (). Specifically, differentiated cells from any part of the gametophyte or sporophyte, including an excised leaf, protonemal cells or freshly isolated protoplasts, can be easily reprogrammed into protonemal apical stem cells without exogenous phytohormone treatment within a few days [24]. A recent study on reprogramming of excised leaf cells indicated that a cell cycle protein kinase A (CDKA) regulates cell division and acquisition of new cell characteristics in the reprogramming of differentiated cells to become stem cells in plants [25]. However, the factors that coordinate cell cycle reactivation with acquisition of other cellular characteristics during protoplast reprogramming into stem cells have not been determined.

In this study, we utilized the *P. patens* protoplast system to explore the mechanisms and key candidate regulators involved in stem cell reprogramming. The objectives of the present study were to: (1) characterize changes in gene expression associated with protoplast reprogramming, (2) investigate the molecular mechanisms responsible for protoplast reprogramming, and (3) identify candidate genes and key factors involved in protoplast reprogramming into stem cells. By combining the *P. patens* protoplast system with a digital gene expression tag profiling (DGEP) strategy, we obtained spatiotemporal-specific gene regulation models for protoplast reprogramming. These results provided a comprehensive catalogue of gene expression changes during protoplast reprogramming, from which potentially key regulatory factors can be mined.

## Results

### Morphogenesis of protoplasts reprogrammed into stem cells

To investigate how protoplasts were reprogrammed into stem cells, six-day-old subcultured *P. patens* protonemata (Fig. 1B) were used to establish an efficient and reproducible ‘protoplast system’ in *P. patens*. When protonemal tissue was treated to form protoplasts, the cells changed their nuclear program and lost their differentiated state (Fig. 1C). Protoplasts freshly isolated from protonemata were round and green because of the presence of chloroplasts. Upon culture in the dark, more than 90% of the protoplasts developed a new cell wall within 24 h of culture (Fig. 1D). The new polar axes were re-established within 48 h and up to 87% of the cells were pyriform (Fig. 1E), which indicated that protoplasts are reprogrammed to acquire at least some stem cell characteristics before mitosis. After 72 h, 85% of the originally plated protoplasts divided asymmetrically and yielded chloronema that contained two to three cells, of which the apical cell was a self-renewing stem cell and other cell(s) were differentiated non-stem cell(s) (Fig. 1F). Subsequently, the cultures were transferred to a propagation and regeneration medium (BCDAG medium) for formation of protonema clones, the apical cells of which were stem cells. Using this protoplast system, we followed alterations in the cell cycle and DGEP analysis at subsequent time intervals up to 72 h after protoplast isolation.

**Figure 1:**
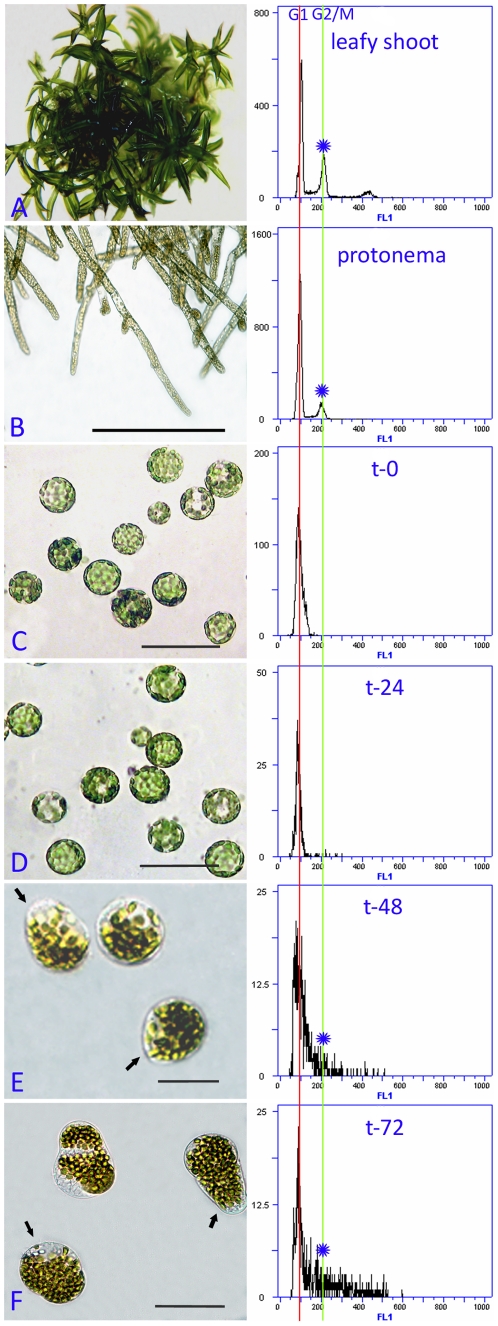
Morphology and evaluation of cell cycle by flow cytometry. (A) Two-month-old leafy shoots. (B) Six-day-old protonemata. (C) Freshly prepared protoplast. (D) Cells cultured for 24 hours. (E) Cells cultured for 48 hours. (F) Cells cultured for 72 hours. The stem cells are indicated by arrows in each stage. The S phase of cell cycle is represented by the area between the two red broken lines, and the G2/M phase is indicated by a blue star in each stage.

### Protoplast reprogramming into stem cells occurs within 48 hours

To evaluate the time course of protoplast reprogramming into stem cells, we measured the DNA content of nuclei isolated from freshly prepared (t-0) protoplasts and protoplast-derived cells cultured for 24, 48 or 72 hours (t-24, t-48 and t-72), respectively, by flow cytometry (FCM). In order to ascertain the cell cycle phase of protoplasts, we used DAPI-stained nuclei from two-month-old leafy shoots and six-day-old protonemata of *P. patens* as a control (Fig. 1A–B). Under the experimental conditions, six-day-old protonemata mainly contained chloronema cells and rarely caulonemal cells (Fig. 1B). Nuclei from two-month-old leafy shoots exhibited three peaks that corresponded to G1- and G2-phase as well as polyploidization, which may be the results of endoduplication (Fig. 1A). Six-day-old *P. patens* protonemal nuclei displayed double peaks that corresponded to G1- and G2/M-phase DNA content, respectively (Fig. 1B). Comparison of the FCM results for the controls, we can speculate that most nuclei were in the G1 phase of the cell cycle with a only small number of cells in the S and G2/M phases, which differed from previous reports that chloronema cells were arrested in the G2 phase [26], [27].

Comparison of the flow cytometry histograms of DAPI-stained nuclei isolated from t-0 protoplasts and protoplast-derived cells (t-24, t-48 and t-72 cells) with nuclei prepared from two-month-old leafy shoots and six-day-old protonemata indicated that nuclei prepared from both t-0 protoplasts (Fig. 1C; G1 nuclei) and t-24 cells (Fig. 1D; G1 nuclei) reproducibly showed a single peak. These results indicated that t-0 protoplasts and t-24 protoplast-derived cells underwent synchronization. The t-24 protoplast cultures were highly synchronized and almost all cells were in the G1 phase. Few t-48 cells showed an increase in fluorescence intensity compared with t-24 protoplasts (Fig. 1E). A portion of the t-48 cells were in the S phase and the other cells were in the G2/M phase (Fig. 1). This result implied that the protoplasts had been reprogrammed and re-entered the cell cycle. Features of t-72 cells were similar to those of t-48 cells (Fig. 1). From integration of FCM analysis with morphogenetic observations during protoplast culture, we concluded that protoplast reprogramming into stem cells occurred within 48 h.

### Tag identification and quantification and depth of sequencing

To obtain global patterns of gene expression during protoplast reprogramming, RNA extracted from fresh protoplasts and cells cultured for 24, 48 and 72 h was used for DGEP analyses. More than 3.2 million raw tags (Table 1) were sequenced using the cDNA library derived from fresh protoplasts and cells cultured for 24, 48 and 72 h (Table 1). 

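Digital gene expression tag profiling counts short tags, each made of CATG and the 17 bases after it, so that a gene's tag count follows the number of its transcripts. Freshly isolated protoplasts (0 h), made from protonemata, the filaments of the moss gametophyte, were compared with cells cultured for 24, 48 and 72 h. The cells were kept in darkness for the first 24 h and under 16 h of light and 8 h of darkness per day after it, so that culture time and light change together between 24 and 48 h. RNA of each time point was pooled into 1 library, and there were no replicates. The authors removed tags with adaptor sequence, tags of low quality and tags seen once, mapped the rest to gene sequences with at most 1 mismatch, removed tags of more than 1 gene and deposited the summed tag counts of 18800 genes. The gene counts summed to 2247746 tags at 0 h, 1750184 at 24 h, 1964182 at 48 h and 2445814 at 72 h. These are 67.8% (95% Wilson interval 67.8 to 67.9), 63.8% (63.7 to 63.9), 65.8% (65.7 to 65.8) and 72.5% (72.5 to 72.6) of the clean tags of Table 1. Changes between time points were taken as ratios of tag counts over library sizes scaled by the trimmed mean of M-values (TMM), with exact conditional (Clopper-Pearson) 95% intervals that cover counting error only. A gene was called when edgeR's exact test with the dispersion set to 0 gave a p and an adjusted p of at most 0.01, the change was at least 4-fold and the higher library held at least 100 tags. This test compares the 2 libraries and not the conditions, since the spread between cultures was not measured. Against a count of 0, a change is given as at least the fold that 3 tags would leave, since tags seen once had been removed and a 0 can hide them. For groups of genes drawn from the annotation, the median log2 change is given with its percentile among 10000 random lists of the same size matched on mean expression.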

Custom Perl scripts were used for adaptor trimming and read parsing. Before mapping these tag sequences to the reference sequence, low-quality tags (tags containing ‘N’ and adaptor sequences) were filtered. To increase the robustness of the approach, single-copy tags in the four libraries were excluded [28]. The distribution of distinct clean tag counts over different tag abundance categories showed very similar tendencies for all four libraries (Fig. S1) [29], [30]. Common and specific tags within and among samples are shown in Fig. S1.

**Table 1:** Major characteristics of DGEP libraries and mapping information.

Sample	Raw	Trim adaptor	Drop low quality	Drop CopyNum = 1 (clean tags)	Distinct clean tags	Mapped tags	Mapping rate
0 h	3503924	3420205	3420205	3314401	135590	113281	83.55%
24 h	3202434	3061865	3023002	2743030	207118	135265	65.31%
48 h	3719941	3173209	3166328	2986395	92100	135265	75.32
72 h	7762517	3487600	3474314	3373054	98148	72965	74.34%

Trim adaptor: adaptor tags were filtered.

Drop low quality: low quality tags were filtered.

Drop CopyNum = 1: tags of copy number = 1 were filtered.

Distinct clean tags: different kinds of clean tags.

Saturation of the library was determined by identification of unique tags. Sequencing reached saturation when no new unique tags were detected. 

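Fresh protoplasts and cells at 24 h had tags of more genes than cells at 48 and 72 h. Tags were counted for 16710 genes at 0 h, 16278 at 24 h, 13920 at 48 h and 14340 at 72 h. Tags were spread over many genes at 0 h and concentrated in a few at 72 h, where the 10 genes with the most tags, among them the glutathione S-transferase gene GSTF9 and the superoxide dismutase gene CSD1, took 24.2% of the tags. The same share was 4.39% at 0 h, 7.80% at 24 h and 7.90% at 48 h. Of the tags at 72 h, 16.1% lay on GSTF9 and Pp1s181_57V6, where amplification of a few tags was not excluded, and 55.1% of the raw tags of that library had been lost to adaptor. When the tags of each library were drawn down at random to 1750184, the total of the 24 h library, 16652 genes were still seen at 0 h, 13907 at 48 h and 14238 at 72 h, as means of 20 draws. Drawn down to 0.5 of its own tags, each library kept 97.8%, 98.1%, 97.3% and 97.3% of its genes in the order of time. A gene with 3 tags stands at 1.33, 1.71, 1.53 and 1.23 in 1000000 tags of these libraries, the limit below which a gene may have gone unseen by counting error alone.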

The results shown in Fig. S2 indicated that all four sampling libraries were sequenced to saturation, and thus a full representation of the transcripts in the experimental conditions was obtained. In the four libraries fewer unique tags were identified as the number of sequencing tags increased, and reached a plateau shortly after 2 million tags were sequenced and a negligible increase in the number of genes detected in the four libraries was observed.

### Mapping of short reads to the reference genome and detection of differentially expressed genes

Bowtie 0.12.7 was used to map unique consensus sequence tags (a total of two or more reads from all libraries) to the *P. patens* reference genome. Bowtie is an ultrafast, memory-efficient short-read aligner [31]. Bowtie indexes the genome with a Burrows-Wheeler index to keep its memory footprint small. This method performs effectively with DGEP data sets, which are reduced in size and complexity since reads are collapsed to unique tags before mapping. Finally, a preprocessed database of all possible CATG+17-nt tag sequences was created using reference gene sequences. All clean tags were mapped to the reference sequences and allowed no more than 1-nt mismatches. Clean tags mapped to reference sequences from multiple genes were filtered (Table 1). For genes that have multitags found in Solexa tags, the sum of all tags was considered as the gene expression value.

To compare gene expression profiles, we employed the TMM method from *edgeR* (*empirical analysis of digital gene expression in R*) to normalize the tag distribution per library and determine significance values for differentially expressed genes based on their relative abundance, which reflected the difference in number of tags between each two libraries. The *edgeR* algorithm uses an empirical Bayes approach to improve power in small sample sizes [32]–[34]. This approach accounts for biological and technical variation and has been implemented for tag-based data sets where small numbers of replicates are tested and standard errors disperse further from the mean at low versus high levels of expression [33], [35]. We used *P* values≤0.01, false discovery rates (FDR)≤0.01, and |logFC|≥2 as the threshold to determine differentially expressed genes (DEGs). The transcripts detected in the four libraries are shown in Fig. S3. The red dots were deemed to be differentially expressed transcripts. The black dots represented transcripts that were arbitrarily designated as ‘no difference in expression’ between the two comparative libraries (Fig. S3). As a result, 4827 differences were identified (Fig. 2; Table S1). 

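Photosynthesis genes changed together and in turn between the libraries, falling in the first 24 h, rising by 48 h and falling again by 72 h. Of the 112 genes of the light-harvesting antenna and the photosystems, 43 were called lower at 24 h than at 0 h and 0 higher. From 24 to 48 h, 74 were called higher and 0 lower, and from 48 to 72 h, 41 were called lower and 1 higher. This joint group was formed after the values of its parts were seen. The cells were in darkness up to 24 h and in a light cycle after it, so that light and culture time cannot be told apart in the changes from 0 to 48 h. Over all genes, 3688 were called in at least 1 of the 3 consecutive comparisons. Set against fresh protoplasts, 938 genes were called higher and 1372 lower at 48 h, and 874 higher and 1140 lower at 72 h. Between 24 and 72 h, 1000 genes were called higher and 798 lower.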

The full transcriptomic data set was deposited in the GEO database (accession no. GSE36117).

**Figure 2:**
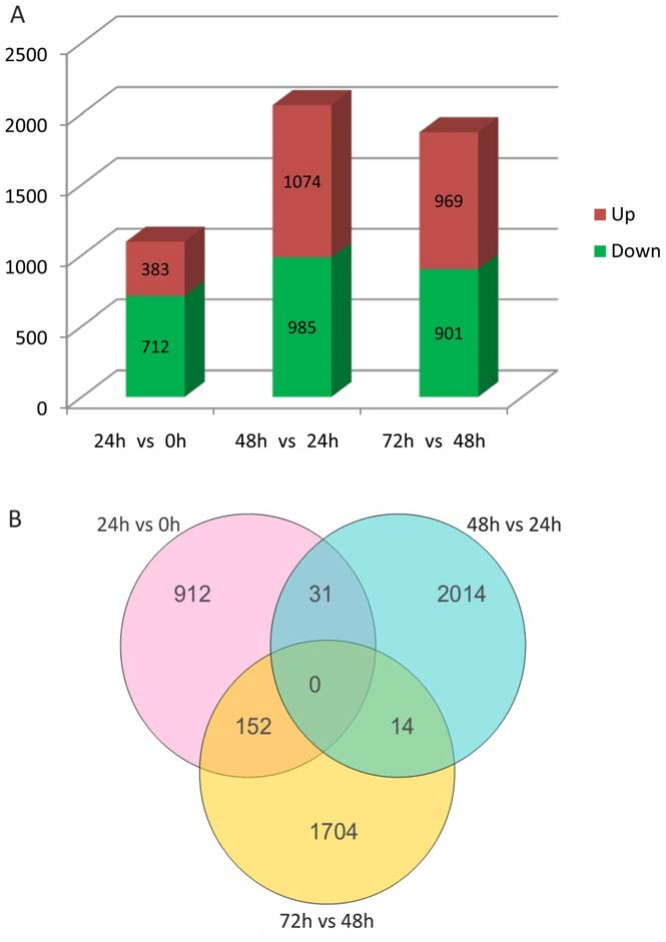
Genes differentially expressed at different time-points during protoplast reprogramming into stem cells. (A) Genes differentially expressed during specific phases of protoplast reprogramming into stem cells were separated into two groups on the basis of whether they were significantly up-regulated or down-regulated. (B) Venn diagrams showing the number of differentially expressed genes during specific time-points of protoplast reprogramming into stem cells.

### Quantitative real-time PCR analysis

To test the reliability, accuracy and reproducibility of the DGEP data, quantitative real-time PCR analysis was applied to validate the expression pattern of eight randomly selected genes (Table S2). Among these genes, a homologue of the Arabidopsis stem cell maintenance gene *WOX13* (Pp1s224_106V6, which we designated *PpWOX13a*) was included, which exhibited a relatively high expression level in t-0 protoplasts and 24-hour cultures and subsequently was down-regulated. 

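WOX13 belongs to the homeodomain transcription factors named after WUSCHEL, which keeps stem cells undifferentiated in flowering plants. Its tags were most abundant in fresh protoplasts and were fewer at every later time point. WOX13 (Pp1s224_106V6) had 281, 129, 18 and 4 tags at 0, 24, 48 and 72 h. Its count at 24 h was 1.92-fold lower (95% interval 1.55 to 2.38) than at 0 h, which is under the 4-fold needed for a call. From 24 to 48 h it fell, 5.51-fold lower (95% interval 3.35 to 9.58). At 72 h it was 4.26-fold lower (95% interval 1.40 to 17.3) than at 48 h, where neither library held 100 tags. Against fresh protoplasts it was called lower at 48 h, 10.5-fold lower (95% interval 6.55 to 18.1), and at 72 h, 44.9-fold lower (95% interval 17.3 to 166). Its tags at 24 h kept it under the rule for a peak at 0 h, which asks for 4 times the level of each other library.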

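HSC70-1 encodes a heat shock cognate protein of the HSP70 family, a chaperone that folds proteins and prevents their aggregation. Transcripts of Pp1s97_279V6, which is not the only gene matched to it, accumulated up to 48 h and were scarce at 72 h. HSC70-1 (Pp1s97_279V6) had 379, 581, 1233 and 110 tags, which is 169 (95% Wilson interval 152 to 186), 332 (306 to 360), 628 (594 to 664) and 45.0 (37.3 to 54.2) in 1000000 tags at 0, 24, 48 and 72 h. Its count was 1.74-fold higher (95% interval 1.53 to 1.99) at 24 h than at 0 h and 2.76-fold higher (95% interval 2.50 to 3.05) at 48 h than at 24 h, and neither change was called. From 48 to 72 h it fell, 10.6-fold lower (95% interval 8.72 to 13.0). Taken over total tags with no further scaling, its highest level was 14.0 times its lowest. Of the 1254 genes with at least 100 tags in every library, 1100 (87.7%) varied by a smaller factor than HSC70-1, and the median factor was 3.85. This filter leaves out genes that fall under 100 tags in any library, and the lowest count of HSC70-1 was 110. Its rank therefore follows in part from the filter.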

A putative heat shock cognate protein-encoding gene (Pp1s97_279V6), for which expression was relatively stable in all four libraries, was chosen as a reference gene for data normalization. 

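The genes measured by qRT-PCR act in energy metabolism, membranes, methyl group transfer and the cell cycle, and each was called in at least 1 step of the culture. CKS2 (Pp1s36_271V6), a subunit that binds cyclin-dependent kinases, fell in the first 24 h, 4.69-fold lower (95% interval 3.27 to 6.89), and rose by 48 h, 12.3-fold higher (95% interval 8.73 to 17.9). LPD1 (Pp1s352_68V6), the lipoamide dehydrogenase of the pyruvate dehydrogenase complex, rose from 24 to 48 h, 9.18-fold higher (95% interval 6.57 to 13.1), and fell by 72 h, 4.17-fold lower (95% interval 3.17 to 5.56). MEE58 (Pp1s20_229V6), an S-adenosylhomocysteine hydrolase that keeps methylation running, fell from 24 to 48 h, 8.00-fold lower (95% interval 4.42 to 15.9), and rose by 72 h, 26.1-fold higher (95% interval 14.7 to 51.0). EMB1467 (Pp1s170_67V6), a subunit of mitochondrial complex I, rose from 24 to 48 h, 6.57-fold higher (95% interval 5.73 to 7.55), as did MAPR3 (Pp1s97_92V6), a membrane-associated progesterone-binding protein, 4.73-fold higher (95% interval 3.57 to 6.36). TOM3 (Pp1s237_67V6), a membrane protein known from tobamovirus replication, rose from 48 to 72 h, 17.7-fold higher (95% interval 15.1 to 20.7). KT1 (Pp1s91_133V6), a potassium transporter, had 61 and 108 tags at 0 and 24 h and 0 at 48 and 72 h, and was at least 27.7-fold lower at 48 h than at 24 h. Over the 8 genes and 3 steps, the direction of the tags over total tags was that of the qRT-PCR means of Table S3 in 20 of 24 steps. The interval of the ratio excluded 1 in 20 of these steps, and in 18 of them the direction was the same. Of the steps not the same, MAPR3 from 0 to 24 h was equal by qRT-PCR, and KT1 from 48 to 72 h had 0 tags in both libraries. Only WOX13, from 0 to 24 h and from 48 to 72 h, went the opposite way. For WOX13, Table S3 gives a mean of 175 at 24 h beside 0.296, 0.093 and 0.102 at the other time points, and with the 2 steps of this doubtful value left out, the direction was the same in 19 of 22 steps. Divided by the tags of the reference gene HSC70-1, the tag counts gave the direction of the qRT-PCR in 16 of 24 steps.

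**Figure D1:**
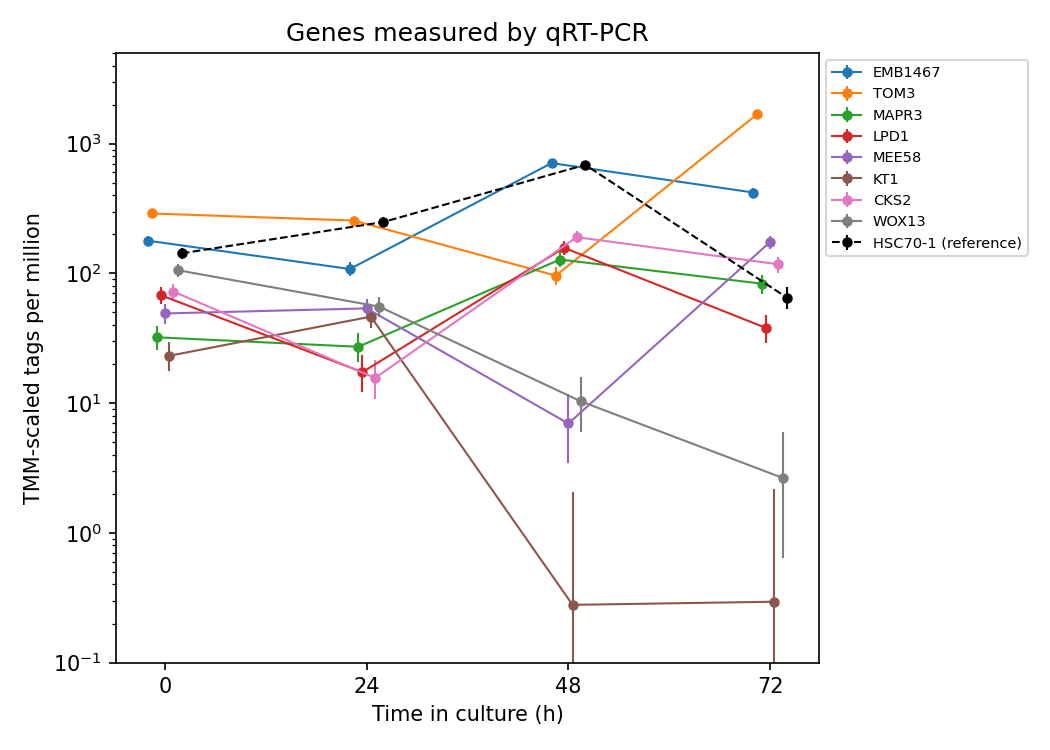
TMM-scaled tags in 1000000 (log axis) of the 8 genes measured by qRT-PCR and of the reference gene HSC70-1 at 0, 24, 48 and 72 h, with 0.5 tags added so that 0 can be drawn. Each point is 1 library and bars are exact 95% intervals of the count. HSC70-1 lies lowest at 72 h, where TOM3 is highest.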

For each gene, the trends in quantitative real-time PCR (qRT-PCR) expression profile were in agreement (i.e., up- or down-regulation) with that obtained by DGEP analysis (Fig. 3, Table S3).

**Figure 3:**
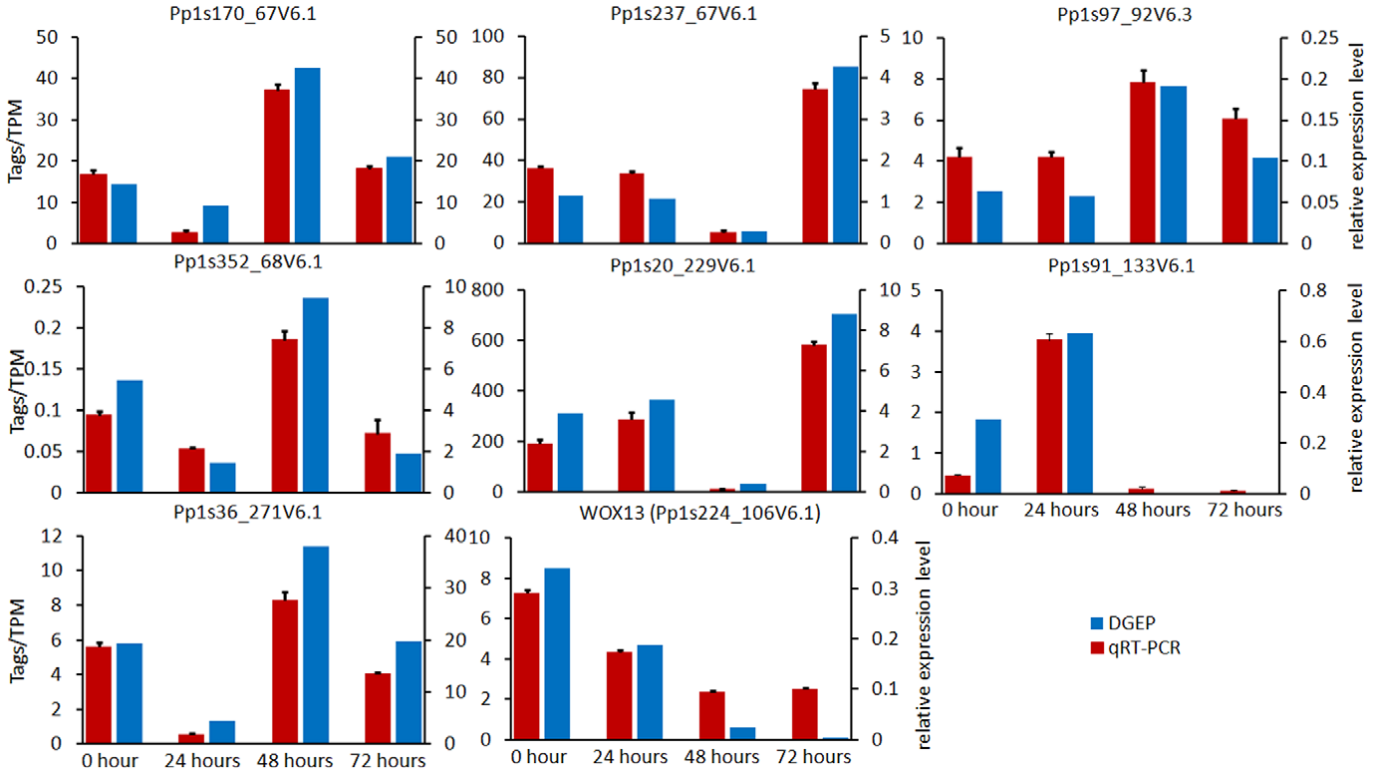
Digital gene expression tag profiling and quantitative real-time PCR analysis of the expression of five randomly selected genes. All real-time PCR reactions were repeated three times and the data are presented as the mean ± SD. The *x*-axis indicates the sampling time-points and cell types. The *y*-axis shows the expression levels: the left bar (red color) shows tag number per million tags by DGEP and the right (blue color) shows the relative expression level by qRT-PCR.

### Global gene expression profiles during protoplast reprogramming

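The largest changes in the first 24 h of culture were those of single genes of varied function. GGH1 (Pp1s26_236V6), a gamma-glutamyl hydrolase of folate metabolism, rose 537-fold (95% interval 272 to 1245). PER1 (Pp1s12_126V6), a peroxiredoxin that in seeds detoxifies peroxides, rose 244-fold (95% interval 152 to 419), and COR47 (Pp1s421_9V6), a dehydrin that protects cells in cold and drought, rose 439.6-fold (95% interval 121 to 3636). DHAR2 (Pp1s271_8V6), a dehydroascorbate reductase that regenerates vitamin C, had 0 tags at 0 h and was at least 204-fold higher at 24 h. Other genes with 0 tags at 0 h were Pp1s7_391V6, a rubredoxin-like electron carrier (at least 339-fold higher), Pp1s141_128V6, an NAD(P)-linked oxidoreductase (at least 225-fold higher), PYR6 (Pp1s61_125V6), a kinase of pyrimidine synthesis (at least 148-fold higher), and THA2 (Pp1s102_20V6), a threonine aldolase (at least 109-fold higher). PGK1 (Pp1s201_82V6), a phosphoglycerate kinase, fell 460.3-fold (95% interval 127 to 3806), and the Calvin cycle gene SBPASE (Pp1s429_29V6) fell 105-fold (95% interval 48.2 to 288). Pp1s433_15V6, a peroxidase, fell from 520 tags to 2, and LAC12 (Pp1s17_180V6), a laccase that oxidizes phenols in the wall, fell 149-fold (95% interval 50.8 to 726). PEN3 (Pp1s59_42V6), a transporter of the ABC family, fell 156-fold (95% interval 75.4 to 388), and SERAT1;1 (Pp1s212_107V6), a serine acetyltransferase of cysteine synthesis, fell 117-fold (95% interval 68.1 to 219.7). CYP703A2 (Pp1s526_10V6), a cytochrome P450, and Pp1s162_92V6, an AP2-type DNA-binding protein, had 0 tags at 24 h, at least 97.9-fold lower and at least 62.4-fold lower. No common function follows from these single genes alone, and lists of genes went both ways at 24 h. In the list of peroxidases and glutathione S-transferases 0 higher and 9 lower (of 53 tested) were called. Among LEA (late embryogenesis abundant) and dehydrin genes 13 higher and 0 lower (of 34 tested) were called, and among Calvin cycle genes 0 higher and 9 lower (of 34 tested). Of 15077 genes tested, 366 were called higher and 736 lower at 24 h than at 0 h, at a median log2 change of -0.08 over all genes. Scaling by total tags in place of TMM moves that median by 0.17.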

Among all DEGs, 1095 genes showed a change in expression level in t-24 cells compared to t-0 protoplasts, of which 383 genes were up-regulated and 712 genes were down-regulated. A total of 2059 DEGs were detected between culture for 24 h to 48 h and 1074 genes showed transcript accumulation. 

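By 48 h the genes of carbon fixation and the photosystems had risen, and the largest falls were those of single genes of varied function. RBCS1A (Pp1s66_48V6), the small subunit of the enzyme RuBisCO, went from 0 to 1496 tags, at least 649-fold higher, and Pp1s374_42V6, another small subunit gene, was at least 321-fold higher. PSAH2 (Pp1s206_11V6), a subunit of photosystem I, rose 333-fold (95% interval 246 to 462), and PSBQA (Pp1s1_461V6), of the oxygen-evolving complex, rose 166-fold (95% interval 116 to 249). EXPA14 (Pp1s11_29V6), an expansin that loosens the wall, rose 532-fold (95% interval 208 to 1956), and PGK1 (Pp1s201_82V6), low at 24 h, rose 517-fold (95% interval 143 to 4275). Pp1s80_113V6, a protein of the small ribosomal subunit, rose 223-fold (95% interval 127 to 433), and Pp1s119_38V6, related to glyoxal oxidases, was at least 164-fold higher. Pp1s25_135V6, a B12D protein of the mitochondrial membrane, fell 367-fold (95% interval 101 to 3033), and Pp1s15_309V6, with a BRO1-like domain of endosomal sorting, fell 301-fold (95% interval 83.0 to 2488). Pp1s169_140V6, a heavy metal transport protein, fell 183-fold (95% interval 107 to 344). The tags of HSA32 (Pp1s33_245V6), a heat stress-associated protein (at least 189.8-fold lower), of Pp1s350_28V6, an HSP20-like chaperone (at least 102-fold lower), of the glycolytic GAPC1 (Pp1s49_96V6) (at least 92.4-fold lower), of GAD4 (Pp1s8_163V6), a glutamate decarboxylase (at least 89.1-fold lower), and of ETFQO (Pp1s6_375V6), an electron carrier of mitochondria (at least 78.1-fold lower), dropped to 0. Of 14312 genes tested, 1071 were called higher and 978 lower at 48 h than at 24 h, at a median log2 change of -0.30 over all genes. The balance depends on the scaling, since total tags gave 745 higher and 1317 lower and shifted the median by -0.54, and the clean tags of Table 1 gave 767 higher and 1289 lower with a shift of -0.49.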

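Between 48 and 72 h, the genes of carbon fixation that had been high at 48 h fell, and the largest rises were those of single genes of varied function. GSTF10 (Pp1s75_107V6), a glutathione S-transferase that couples glutathione to toxic compounds, rose 113-fold (95% interval 97.9 to 131). HOT5 (Pp1s506_15V6), an S-nitrosoglutathione reductase needed for heat tolerance, rose 541-fold (95% interval 149 to 4475), and SYP124 (Pp1s300_43V6), a syntaxin of vesicle fusion, rose 391-fold (95% interval 152 to 1436). PDH-E1 ALPHA (Pp1s199_145V6), a subunit of plastid pyruvate dehydrogenase, rose 222-fold (95% interval 129.6 to 417). The chaperone genes HSP90.1 (Pp1s291_62V6) (at least 160.3-fold higher) and Pp1s350_28V6 (at least 122-fold higher) and the sterol desaturase gene CYP710A1 (Pp1s22_283V6) (at least 166-fold higher) had 0 tags at 48 h. RBCS1A (Pp1s109_145V6), of the RuBisCO small subunit, fell 516-fold (95% interval 288 to 1034), and RBCS1A (Pp1s66_48V6) fell 708-fold (95% interval 196 to 5848). PSBQA (Pp1s1_461V6) fell 175-fold (95% interval 113 to 287). The expansin genes EXPA14 (Pp1s11_29V6) and EXPB3 (Pp1s251_59V6) were at least 516-fold lower and at least 290.4-fold lower. Pp1s323_51V6, a glyoxalase, fell 237-fold (95% interval 109 to 646), Pp1s241_102V6, an alpha/beta-hydrolase, fell 162-fold (95% interval 107 to 259), and Pp1s297_72V6, a cysteine-rich protein of the CAP family, was at least 135-fold lower. Of 12648 genes tested, 968 were called higher and 893 lower at 72 h than at 48 h, at a median log2 change of 0.01 over all genes. Total tags as library sizes gave 779 higher and 1110 lower and moved that median by -0.39, and the clean tags moved it by -0.25.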

Of the 1870 DEGs detected between 48 h to 72 h culture, 969 genes were up-regulated and 901 genes were down-regulated (Fig. 2A; Table S1). Among the DEGs, 4630 genes were preferentially expressed in a single comparison, 197 genes were expressed in two comparisons, and none were shared in all three comparisons (Fig. 2B).

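Many genes that changed in the first 24 h changed back in the next, and those that rose by 48 h often fell by 72 h. PSBR (Pp1s41_264V6), a subunit of photosystem II, fell by 24 h, 52.8-fold lower (95% interval 30.0 to 103), rose by 48 h, 80.6-fold higher (95% interval 45.9 to 157), and fell by 72 h, 19.5-fold lower (95% interval 14.0 to 28.1). Pp1s379_42V6, a late embryogenesis abundant (LEA) protein that protects dry cells, ran the opposite way, 34.7-fold higher (95% interval 25.0 to 49.5), then 108-fold lower (95% interval 54.8 to 252), then 22.5-fold higher (95% interval 11.1 to 52.9). Of the called genes, 2513 were called in 1 comparison, 1026 in 2 and 149 in all 3. Of the last, 100 were lower, higher and lower in turn and 25 higher, lower and higher. Between the first and second comparison, 220 genes went from lower to higher where independent lists would share 54.0, and 159 went from higher to lower where 25.8 would be shared. Between the second comparison and the last, 500 genes rose and then fell against 78.3 for independent lists, and 260 fell and then rose against 70.7. These expected numbers are too low, since they are taken over all genes tested, while a call needs 100 tags. The first comparison and the last share no library, and they also exceeded such numbers in every pair of directions. There, 108 genes were lower in both against 50.3, and 100 lower then higher against 54.8. Another 44 were higher in both against 27.2, and 37 higher then lower against 25.0. Neighbouring comparisons share a library, so that chance values of that library give opposite changes. Libraries simulated with no change and a coefficient of variation of 0.4 between cultures gave 38 genes called in 2 comparisons and 1 in 3, as means of 20 draws. These simulated libraries had only 159, 138 and 122 genes called in the 3 comparisons. Their overlap is therefore not the one that chance would give for lists of the size found here.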

To understand further details of the DEGs, significant enriched gene ontology (GO) terms were identified according to their *P* value and enrichment factor. The top 15 significant enriched GO terms in each group are summarized in Table S4 and Fig. S4. 

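Salt stress genes were called in both directions in every step, and the median of the genes of the light-harvesting antenna fell, rose and fell. Of 73 genes listed under response to salt stress in Table S4, chosen by the study on these same libraries, 9 higher and 19 lower were called in the first 24 h, 16 higher and 21 lower by 48 h and 22 higher and 10 lower (of 71 tested) by 72 h. MKP1 (Pp1s42_240V6), a phosphatase that switches off MAP kinases, fell in the first 24 h, 38.5-fold lower (95% interval 20.7 to 80.9). NFXL1 (Pp1s215_60V6), an NF-X-like protein, fell in the same step, 8.45-fold lower (95% interval 6.29 to 11.6), and rose from 48 to 72 h, 77.2-fold higher (95% interval 29.8 to 285). TSPO (Pp1s293_29V6), a membrane protein that binds tetrapyrroles, rose in the first 24 h, 7.58-fold higher (95% interval 6.46 to 8.93), and fell at 72 h, 68.0-fold lower (95% interval 42.3 to 117). CSD1 (Pp1s44_277V6), a superoxide dismutase, rose from 48 to 72 h, 33.3-fold higher (95% interval 31.3 to 35.6), to more than 1% of the tags, where amplification of a few tags was not excluded. Of the antenna proteins, which pass absorbed light to the photosystems, 0 of 32 were called higher and 16 lower at 24 h, with a median log2 change of -2.60 (percentile 0). Adjusted over the list alone, this and every other list gave the same counts. That could not have come out otherwise, since the fold and the minimum of 100 tags decide the calls at a dispersion of 0. From 24 to 48 h, in which the cells passed from darkness to light, 22 of 33 were called higher and 0 lower, with a median of 3.84 (percentile 100), and from 48 to 72 h 1 of 32 were called higher and 11 lower, with a median of -1.59 (percentile 0.0300). LHCB3 (Pp1s254_3V6) of this group was 7.26-fold lower (95% interval 6.26 to 8.46), 123-fold higher (95% interval 107 to 143) and 10.8-fold lower (95% interval 10.3 to 11.4) in the 3 steps. Of the glycolysis genes, which break down sugar, 2 of 60 were called higher and 7 lower at 24 h, with a median of -0.26 (percentile 29.3), 16 of 59 were called higher and 4 lower at 48 h, with a median of 0.51 (percentile 95.8). In the step to 72 h, 3 of 59 were called higher and 7 lower, with a median of 0.24 (percentile 72.6). With total tags as library sizes the glycolysis medians at 48 and 72 h turn to -0.03 and -0.14, and with the clean tags the second of them to -0.01. The aldolase gene Pp1s475_27V6 was 11.5-fold lower (95% interval 9.91 to 13.5), 35.9-fold higher (95% interval 31.0 to 41.9) and 11.6-fold lower (95% interval 10.5 to 12.9) in turn, and the hexokinase gene HXK1 (Pp1s414_10V6) rose in the first 24 h, 15.7-fold higher (95% interval 8.93 to 30.0).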

The DEGs were significantly enriched in the processes of a variety of biotic and abiotic responses (including responses to salt stress, cold, cadmium ions and bacterial infection), photosynthesis-related processes, glycolysis, ribosome biosynthesis and translation. However, the number, expression level and description of DEGs differed at different stages during protoplast reprogramming. These results indicated that these biological processes played important roles in protoplast reprogramming. The expression changes of DEGs involved in photosystem II repair and responses to blue light, high light intensity and heat occurred within the first 24 h of protoplast reprogramming. In addition, alteration in expression of DEGs involved in thylakoid membrane organization, protein importation into chloroplast stroma, photorespiration, chloroplast organization, and response to abscisic acid (ABA) might also be necessary for stem cells to re-enter the cell cycle. Similarly, a requirement for stem-cell division and differentiation was reflected in expression of DEGs involved in purine nucleotide biosynthesis, embryo development, fatty acid biosynthesis, protein folding, photoinhibition and response to wounding. 

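The genes that the study listed under photosystem II repair and response to heat mostly fell in the first 24 h, while most chaperone genes of the annotation were not called. All 4 genes listed under photosystem II repair in Table S4, chosen by the study on these same libraries, were called lower at 24 h. They were PSB27 (Pp1s131_184V6), which assembles the photosystem (7.96-fold lower, 95% interval 5.77 to 11.2), TLP18.3 (Pp1s42_208V6), a lumen protein of its turnover (11.5-fold lower, 95% interval 5.65 to 27.4), and the proteases DEG5 (Pp1s63_95V6) (5.85-fold lower, 95% interval 4.80 to 7.19) and DEGP1 (Pp1s79_92V6) (5.82-fold lower, 95% interval 4.39 to 7.83). PSB27 and DEGP1 rose again by 48 h, 14.2-fold higher (95% interval 10.4 to 20.0) and 5.32-fold higher (95% interval 3.97 to 7.24), and none of the 4 was called at 72 h. The cells were in darkness in these first 24 h, so that darkness comes together with the start of culture. Of the 17 genes under response to heat, also chosen by the study on these same libraries, 1 higher and 16 lower were called at 24 h, 3 higher and 2 lower at 48 h and 5 higher and 0 lower (of 16 tested) at 72 h. Pp1s8_86V6, an HSP20-like small heat shock protein, fell 31.8-fold (95% interval 23.4 to 44.3), BAG6 (Pp1s60_190V6), a partner of HSP70, fell 23.6-fold (95% interval 18.4 to 30.8), and HSP21 (Pp1s97_106V6), a plastid small heat shock protein, fell 9.74-fold (95% interval 7.90 to 12.1). GSH1 (Pp1s479_14V6), which makes the precursor of glutathione, fell 10.9-fold (95% interval 9.32 to 12.7) and rose at 72 h, 28.0-fold higher (95% interval 19.6 to 41.5). Among chaperones as a whole, 2 of 179 were called higher and 22 lower at 24 h, with a median log2 change of -0.46 (percentile 0.130). By 48 h, 10 of 166 were called higher and 14 lower, with a median of -0.18 (percentile 57.8), and by 72 h 23 of 157 were called higher and 8 lower, with a median of 0.34 (percentile 94.1), which total tags as library sizes turn to -0.06.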

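The genes that the study listed for the thylakoid membrane and for abscisic acid had been found changed in these libraries, so that their calls follow in part from the choice. Of the 10 genes under thylakoid membrane organization in Table S4, chosen by the study on these same libraries, 0 higher and 1 lower were called at 24 h, 7 higher and 3 lower at 48 h and 1 higher and 3 lower at 72 h. SECE1 (Pp1s22_325V6), a subunit of the translocase of the thylakoid, rose by 48 h, 20.3-fold higher (95% interval 14.7 to 29.0), and fell by 72 h, 6.04-fold lower (95% interval 4.85 to 7.60). EGY1 (Pp1s191_1V6), a plastid protease, rose 13.5-fold (95% interval 7.07 to 29.1), and MGD1 (Pp1s20_66V6), which makes the galactolipids of the membrane, rose 8.42-fold (95% interval 5.91 to 12.3). PTAC4 (Pp1s322_14V6), of the plastid transcription complex, fell 14.5-fold (95% interval 9.44 to 23.4). PLSP1 (Pp1s10_253V6), a plastid signal peptidase, had fallen in the first 24 h, 11.0-fold lower (95% interval 9.13 to 13.3). Of the 31 genes under response to abscisic acid stimulus, chosen in the same way, 6 higher and 0 lower were called at 24 h, 10 higher and 21 lower at 48 h and 5 higher and 3 lower at 72 h. At 72 h the number called higher minus the number called lower turns to -2 with total tags and -1 with clean tags. Pp1s90_196V6, a protein with a DUF1264 domain, rose in the first 24 h, 56.0-fold higher (95% interval 21.5 to 208), and fell by 48 h, 25.2-fold lower (95% interval 11.4 to 69.6). ABH1 (Pp1s41_19V6), of the nuclear cap-binding complex, rose by 48 h, 45.9-fold higher (95% interval 17.5 to 171), and PRT6 (Pp1s83_4V6), a ubiquitin ligase of the N-end rule, dropped to 0 tags, at least 35.1-fold lower. AMY1 (Pp1s223_59V6), an alpha-amylase that breaks down starch, rose by 48 h, 4.72-fold higher (95% interval 4.10 to 5.44), and fell by 72 h, 86.7-fold lower (95% interval 47.0 to 182).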

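The genes that the study listed under purine synthesis, protein folding and wounding had been found changed in these libraries, so that a high number of calls among them follows from the choice. Of the 4 genes under purine nucleotide biosynthesis in Table S4, chosen by the study on these same libraries, 3 were called higher and 1 lower at 72 h than at 48 h. PUR5 (Pp1s53_111V6), an enzyme in the middle of the pathway, had fallen by 48 h, 19.9-fold lower (95% interval 12.9 to 32.5), and rose by 72 h, 128-fold higher (95% interval 83.7 to 207). PUR7 (Pp1s10_57V6), of the next steps, rose 4.98-fold (95% interval 3.97 to 6.30), as did the GMP synthase gene Pp1s8_124V6, 5.02-fold higher (95% interval 3.95 to 6.44). Pp1s175_128V6, a synthetase of the same pathway, rose by 48 h, 4.85-fold higher (95% interval 3.28 to 7.36), and fell by 72 h, 6.46-fold lower (95% interval 3.92 to 11.3). Of the 41 genes under protein folding, 1 higher and 16 lower were called at 24 h, 9 higher and 4 lower at 48 h and 23 higher and 7 lower (of 40 tested) at 72 h. CYP38 (Pp1s90_50V6), a cyclophilin of the thylakoid lumen, fell in the first 24 h, 53.2-fold lower (95% interval 20.5 to 197), rose from 4 tags to 109 by 48 h, and rose further, 5.14-fold higher (95% interval 4.18 to 6.38). Pp1s301_31V6, with a DnaJ domain, rose by 48 h, 55.8-fold higher (95% interval 44.8 to 70.4). TCP-1 (Pp1s39_248V6) and Pp1s2_151V6, of the cytosolic chaperonin and the Clp protease, had 0 tags at 48 h and were at least 50.4-fold higher and at least 43.0-fold higher at 72 h. Of the 20 genes under response to wounding, 2 higher and 2 lower were called at 24 h, 6 higher and 3 lower at 48 h and 14 higher and 6 lower at 72 h. At 48 h the number called higher minus the number called lower turns to -1 with total tags and -1 with clean tags. Without the genes above 1% of a library, where TMM was also left out, it turns to -2. VEP1 (Pp1s12_260V6), a reductase of vein patterning, rose in the first 24 h, 68.0-fold higher (95% interval 35.5 to 149), and again at 72 h, 6.26-fold higher (95% interval 5.08 to 7.78). FDH (Pp1s106_16V6), a formate dehydrogenase, rose 14.6-fold (95% interval 11.6 to 18.7) and 5.57-fold higher (95% interval 4.79 to 6.50) in the same steps, and Pp1s584_9V6, an inositol kinase, fell 157-fold (95% interval 43.2 to 1302) and rose 257-fold (95% interval 70.9 to 2132).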

Significantly enriched molecular functions of DEGs were 3-chloroallylaldehyde dehydrogenase activity, poly (U) RNA binding, chlorophyll binding, structural constituent of ribosome, copper ion binding and catalytic activity. Some DEGs that functioned in glyceraldehydes-3-phosphate dehydrogenase activity, *p*-*p*-bond-hydrolysis-driven protein factor activity, translation initiation factor activity binding and rRNA binding were significantly enriched from 24 and 72 h. These results indicated DEGs that functioned in binding, protein synthesis and catalytic activity were important during protoplast reprogramming. Furthermore, DEGs that functioned in phosphoglycerate kinase activity, aminomethyltransferase activity, acetyl-coA carboxylase activity, glutamate-ammonia ligase activity, oxidoreductase activity that acted on paired donors, glutathione binding, ATPase activity coupled to transmembrane movement of substances and calmodulin binding (from 0 to 24 h), alpha-amylase activity, NADH dehydrogenase (ubiquinone) activity and GTP binding (from 24 to 48 h), and phosphoglucomutase activity, ubiquitin binding, protein histidine kinase activity and cobalt ion binding (from 48 to 72 h), might also be vital for the transition from protoplasts to stem cells and stem-cell division and differentiation.

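For the chloroplast, median transcript levels of stromal enzymes that fix carbon and of thylakoid proteins that supply their energy fell, rose and fell together. Of the Calvin cycle genes, 0 of 34 were called higher and 9 lower at 24 h, with a median log2 change of -1.52 (percentile 0). By 48 h, 17 of 35 were called higher and 1 lower, with a median of 2.83 (percentile 100), and by 72 h 0 of 36 were called higher and 20 lower, with a median of -2.98 (percentile 0). GAPA-2 (Pp1s135_29V6), a plastid glyceraldehyde-3-phosphate dehydrogenase, was 34.0-fold lower (95% interval 21.4 to 57.8), 65.0-fold higher (95% interval 40.9 to 110.2) and 17.0-fold lower (95% interval 12.8 to 23.1) in the 3 steps. GAPB (Pp1s86_156V6), its partner subunit, was 28.9-fold lower (95% interval 18.9 to 46.4) and 125-fold higher (95% interval 82.5 to 200.3) before falling again. Pp1s352_14V6, of the RuBisCO small subunit, was 8.45-fold lower (95% interval 5.49 to 13.6), 109-fold higher (95% interval 72.7 to 173) and 203-fold lower (95% interval 107 to 445). In the thylakoid, of the photosystem and electron transport genes, of which 34 are also antenna genes, 0 of 103 were called higher and 42 lower at 24 h, with a median of -1.96 (percentile 0). By 48 h, 73 of 105 were called higher and 0 lower, with a median of 3.76 (percentile 100), and by 72 h 1 was called higher and 40 lower, with a median of -1.72 (percentile 0). PSBO2 (Pp1s25_66V6), which stabilizes the manganese cluster that splits water, was 39.2-fold lower (95% interval 16.6 to 122) and 122-fold higher (95% interval 52.0 to 378) in the first pair of steps, and PETE1 (Pp1s3_520V6), plastocyanin, was 20.2-fold lower (95% interval 15.8 to 26.2) and 14.9-fold higher (95% interval 11.6 to 19.5). PSAF (Pp1s19_276V6), a photosystem I subunit that docks plastocyanin, rose by 48 h, 20.6-fold higher (95% interval 17.6 to 24.2). The rise of these genes at 48 h came with the change from darkness to a light cycle, and no library under constant light or darkness was made.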

The cellular components of DEGs were mainly enriched in the chloroplast stroma, chloroplast thylakoid, and chloroplast envelope, followed by the vacuolar membrane, ribosome, stromule and apoplast, which indicated that the molecular biological reactions mainly occurred in the chloroplast, vacuolar membrane, ribosome, stromule and apoplast. In addition, some DEGs functioned in mitochondria from 24 to 72 h. 

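The median of genes that synthesize and remodel the cell wall fell in the first 24 h, rose by 48 h and fell by 72 h. A new wall forms around the protoplast in the first 24 h. In each step most of these genes were not called. Of the cell wall genes of the annotation, 2 of 78 were called higher and 14 lower at 24 h, with a median log2 change of -1.32 (percentile 0). By 48 h, 17 of 75 were called higher and 3 lower, with a median of 1.22 (percentile 100), and by 72 h 6 of 70 were called higher and 16 lower, with a median of -1.23 (percentile 0). Pp1s236_72V6, a pectin lyase-like protein, was 35.3-fold lower (95% interval 22.4 to 58.9), 39.7-fold higher (95% interval 25.2 to 66.4) and 23.8-fold lower (95% interval 15.7 to 37.9) in the 3 steps. XTH9 (Pp1s81_246V6), which cuts and rejoins xyloglucan, fell in the first 24 h, 31.2-fold lower (95% interval 21.5 to 47.2), as did LRX1 (Pp1s35_242V6), a leucine-rich extensin, 27.6-fold lower (95% interval 12.4 to 76.0), and FLA8 (Pp1s13_239V6), an arabinogalactan protein, 31.0-fold lower (95% interval 11.8 to 115). The expansin genes EXPB3 (Pp1s147_37V6) and EXPA1 (Pp1s466_14V6) had 0 tags at 24 h and were at least 135-fold higher and at least 97.2-fold higher at 48 h. Of the 30 genes under cell wall in Table S4, chosen by the study on these same libraries, 2 higher and 3 lower were called at 24 h, 11 higher and 6 lower at 48 h and 15 higher and 15 lower at 72 h. Among them, XTH9 (Pp1s346_19V6), a second xyloglucan enzyme, rose by 48 h, 11.5-fold higher (95% interval 6.31 to 23.0), and dropped to 0 tags by 72 h.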

Few DEGs that functioned in the cell wall were specifically expressed.

To investigate the functions of DEGs during protoplast reprogramming, significant enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were identified according to the *P* value and enrichment factor. The top 15 significant enriched KEGG pathways in each comparison are summarized in Table S5 and Fig. S5. 

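Genes of sugar and organic acid metabolism changed in every step, some in the direction of photosynthesis and others against it. Of the 43 genes under Photosynthesis in Table S5, chosen by the study on these same libraries like the lists that follow, 0 higher and 26 lower were called at 24 h, 39 higher and 0 lower at 48 h and 0 higher and 25 lower at 72 h. The 14 antenna protein genes of the same table gave 0 higher and 9 lower (of 13 tested), 12 higher and 0 lower and 1 higher and 7 lower, and the 37 genes of carbon fixation gave 2 higher and 15 lower, 23 higher and 6 lower (of 36 tested) and 7 higher and 18 lower. Of the 36 genes of pyruvate metabolism, 5 higher and 8 lower, 13 higher and 11 lower (of 35 tested) and 13 higher and 8 lower were called, and of the 29 genes of glycolysis and gluconeogenesis, 5 higher and 4 lower, 18 higher and 11 lower and 5 higher and 11 lower. MLS (Pp1s40_9V6), malate synthase, which turns fat into sugar, rose in the first 24 h, 45.8-fold higher (95% interval 29.8 to 74.4), and fell by 48 h, 19.1-fold lower (95% interval 13.6 to 27.8). PCK1 (Pp1s133_10V6), which makes sugar from organic acids, fell by 48 h, 5.67-fold lower (95% interval 4.86 to 6.66), and rose by 72 h, 24.6-fold higher (95% interval 21.2 to 28.7), as did NADP-ME4 (Pp1s38_44V6), a malic enzyme, 28.7-fold lower (95% interval 12.1 to 89.5) and 54.8-fold higher (95% interval 23.2 to 170.1). PDH-E1 ALPHA (Pp1s318_24V6), of the pyruvate dehydrogenase complex, rose by 48 h, 27.4-fold higher (95% interval 16.4 to 49.6). The triosephosphate isomerase gene TIM (Pp1s38_15V6) was 4.77-fold higher (95% interval 3.61 to 6.38), 6.34-fold lower (95% interval 4.38 to 9.46) and 28.6-fold higher (95% interval 20.1 to 42.0). Of the 13 genes of butanoate metabolism, 3 higher and 2 lower, 3 higher and 7 lower and 6 higher and 3 lower were called. Among them GAD4 (Pp1s8_163V6) rose in the first 24 h, 79.2-fold higher (95% interval 33.6 to 245), and CSR1 (Pp1s40_15V6), which makes branched-chain amino acids, rose by 48 h, 51.0-fold higher (95% interval 28.9 to 99.4). Of the 31 genes of the ribosome held of Table S5, 1 higher and 3 lower (of 29 tested), 10 higher and 0 lower and 9 higher and 22 lower were called.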

Hierarchical clustering of significant pathways showed that the photosynthesis, butanoate metabolism, ribosome, glycolysis/gluconeogenesis and pyruvate metabolism pathways were involved in all processes of protoplast reprogramming (Fig. 4), which indicated that these pathways are essential for cell survival, division and differentiation. 

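Most genes that the study listed under nitrogen metabolism fell in the first 24 h, in lists that hold only genes it had found changed. Of the 9 genes of nitrogen metabolism in Table S5, chosen by the study on these same libraries like the other lists of that table, 1 higher and 8 lower were called at 24 h, 5 higher and 0 lower at 48 h and 2 higher and 4 lower at 72 h. CA1 (Pp1s264_55V6), a carbonic anhydrase that supplies carbon dioxide, fell in the first 24 h, 55.4-fold lower (95% interval 41.5 to 75.5), and rose by 48 h, 51.3-fold higher (95% interval 38.5 to 70.1). The glutamine synthetase genes GLN1;4 (Pp1s345_10V6) and GS2 (Pp1s40_17V6), which bind ammonium, fell 43.7-fold (95% interval 14.7 to 214) and 11.5-fold lower (95% interval 9.14 to 14.6), and GS2 rose by 48 h, 19.7-fold higher (95% interval 15.7 to 25.1). PAL4 (Pp1s52_44V6), the entry to phenylpropanoids, fell 32.0-fold (95% interval 13.5 to 99.8). CA2 (Pp1s43_118V6), another carbonic anhydrase, rose in the first 24 h, 4.45-fold higher (95% interval 4.05 to 4.90). Of the 9 genes of alanine, aspartate and glutamate metabolism, 2 higher and 7 lower, 2 higher and 2 lower and 3 higher and 1 lower were called in the 3 steps. GLT1 (Pp1s79_140V6), a glutamate synthase, fell 10.7-fold (95% interval 8.11 to 14.5) in the first and rose 7.41-fold (95% interval 6.27 to 8.81) in the last, and the aminotransferase gene AGT (Pp1s19_25V6) fell 6.43-fold (95% interval 5.67 to 7.32) and rose 7.44-fold (95% interval 6.91 to 8.01). Of the 5 genes of selenoamino acid metabolism, whose enzymes also handle sulfur, 1 higher and 3 lower, 4 higher and 1 lower and 1 higher and 0 lower were called. MGL (Pp1s2_113V6), which splits methionine, rose in the first 24 h, 11.9-fold higher (95% interval 9.94 to 14.5), and fell by 48 h, 35.0-fold lower (95% interval 24.3 to 52.5). APS1 (Pp1s331_37V6), which activates sulfate, fell 6.85-fold (95% interval 4.61 to 10.5), and NTRA (Pp1s8_297V6), a thioredoxin reductase, fell 8.46-fold (95% interval 5.39 to 14.0).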

Some genes involved in the nitrogen metabolism, alanine, aspartate and glutamate metabolism and selenoamino acid metabolism pathways were specifically enriched within the first 24 h of protoplast reprogramming, early stage of stem cell reprogramming. 

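Genes that make chlorophyll rose between 24 and 48 h, and the genes that the study listed under lysine breakdown fell in the same step. Of the 15 chlorophyll synthesis genes of the annotation, 0 of 15 were called higher and 3 lower at 24 h, with a median log2 change of -1.58 (percentile 0.0300). By 48 h, 7 of 15 were called higher and 0 lower, with a median of 2.26 (percentile 100.0), and by 72 h 0 of 15 were called higher and 3 lower, with a median of -0.87 (percentile 7.58). PORA (Pp1s108_171V6), the protochlorophyllide oxidoreductase that needs light to act, fell in the first 24 h, 13.5-fold lower (95% interval 10.2 to 18.2), and rose by 48 h, 15.3-fold higher (95% interval 11.5 to 20.7). HEMA1 (Pp1s13_20V6), which starts the pathway, rose by 48 h, 6.46-fold higher (95% interval 4.18 to 10.4), and fell by 72 h, 5.10-fold lower (95% interval 3.25 to 8.34), and HEME2 (Pp1s114_123V6), of its middle part, rose 17.2-fold (95% interval 13.9 to 21.6) and fell 41.7-fold (95% interval 28.5 to 63.6). Of the 16 genes of porphyrin and chlorophyll metabolism in Table S5, chosen by the study on these same libraries, 0 higher and 5 lower, 12 higher and 3 lower and 1 higher and 5 lower were called in the 3 steps. Of the 6 genes of lysine degradation, chosen in the same way, 2 higher and 0 lower, 0 higher and 6 lower and 4 higher and 0 lower were called. The aldehyde dehydrogenase gene ALDH7B4 (Pp1s237_29V6) rose in the first 24 h, 4.85-fold higher (95% interval 4.33 to 5.44), and fell by 48 h, 6.18-fold lower (95% interval 5.33 to 7.20). ALDH2B7 (Pp1s93_81V6), of the same family, fell by 48 h, 6.28-fold lower (95% interval 4.39 to 9.25), and rose by 72 h, 5.38-fold higher (95% interval 3.71 to 8.02), as did the thiolase gene Pp1s2_33V6, 13.1-fold lower (95% interval 6.70 to 29.1) and 19.5-fold higher (95% interval 10.0 to 43.4).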

Porphyrin and chlorophyll metabolism, lysine degradation, fatty acid metabolism, citrate cycle (TCA cycle), C5-branched dibasic acid metabolism, glyoxylate and dicarboxylate metabolism, oxidative phosphorylation, and pentose phosphate pathways and valine, leucine and isoleucine biosynthesis were specifically enriched from 24 to 48 h, a stage of stem cell re-entering cell cycle. Thus these pathways were indicated to be closely associated with the cell fate transition during protoplast reprogramming into stem cells. Meanwhile, spliceosome, peroxisome, glutathione metabolism and mRNA surveillance pathways were specifically enriched from 48 to 72 h (Figs. 4–5), which indicated that these pathways were closely related with the protonemal regeneration after stem cell reprogrammed.

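Some genes that splice RNA, that work in peroxisomes and that detoxify with glutathione rose between 48 and 72 h, when the cells had divided. Of the 28 spliceosome genes of Table S5, chosen by the study on these same libraries, 0 higher and 0 lower were called at 24 h, 2 higher and 7 lower at 48 h and 19 higher and 8 lower at 72 h. Among the splicing genes of the annotation, 2 of 75 were called higher and 1 lower at 24 h, with a median log2 change of 0.12 (percentile 87.1), 1 of 75 were called higher and 10 lower at 48 h, with a median of 0.10 (percentile 87.0), which total tags and clean tags as library sizes turn to -0.44 and -0.40. Then, by 72 h, 5 of 69 were called higher and 5 lower, with a median of 0.76 (percentile 99.5). PRP40A (Pp1s174_92V6), a pre-mRNA-processing protein, fell by 48 h, 11.4-fold lower (95% interval 5.85 to 25.6), and rose by 72 h, 36.2-fold higher (95% interval 18.8 to 79.9), and Pp1s32_197V6, of the small nuclear ribonucleoproteins, was at least 59.6-fold higher. Of the 14 peroxisome genes of the same table, 1 higher and 1 lower, 3 higher and 4 lower and 10 higher and 4 lower were called in the 3 steps. CAT1 (Pp1s3_465V6), catalase, was 9.17-fold higher (95% interval 7.31 to 11.6), 21.0-fold lower (95% interval 14.1 to 32.8) and 11.8-fold higher (95% interval 7.85 to 18.6) in turn, and PKT3 (Pp1s55_275V6), which shortens fatty acids, was 2.26-fold lower (95% interval 1.19 to 4.54) and 42.5-fold higher (95% interval 25.1 to 78.3) in the first pair of steps. Among glutathione S-transferases, a list added after the values were seen, 0 of 22 were called higher and 2 lower at 24 h, with a median of 0.00 (percentile 66.8), 1 of 20 were called higher and 1 lower at 48 h, with a median of -0.44 (percentile 20.6). At the last time point 7 of 23 were called higher and 1 lower, with a median of 1.79 (percentile 99.7). GSTF9 (Pp1s66_172V6) rose from 3319 to 236061 tags, 75.2-fold higher (95% interval 72.7 to 77.8), and alone took 9.65% (95% Wilson interval 9.61 to 9.69) of the tags at 72 h, for which amplification of a few tags was not excluded. Pp1s126_26V6 of the same family rose 36.4-fold (95% interval 33.7 to 39.3).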

**Figure 4:**
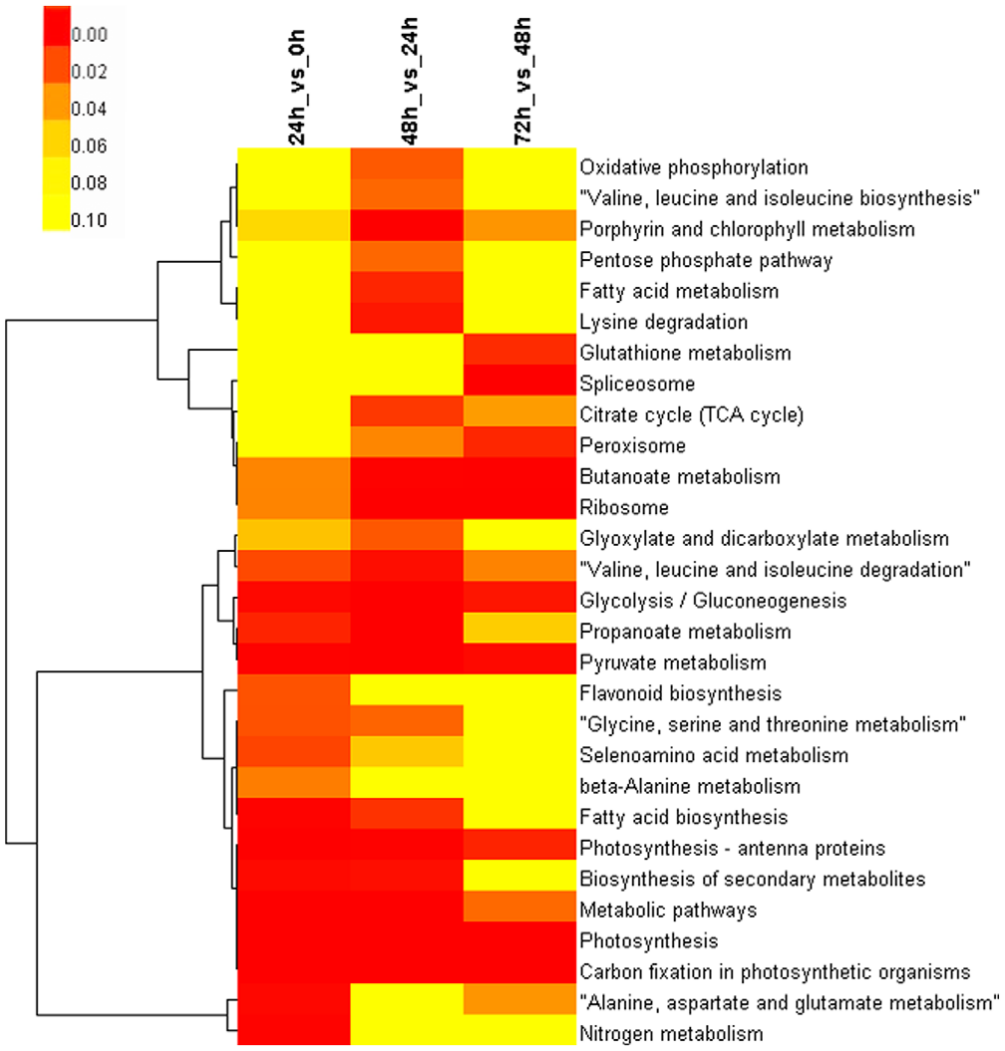
Heatmap of significantly enriched pathways. The yellow and red color shows the p-value of significantly enriched pathways.

**Figure 5:**
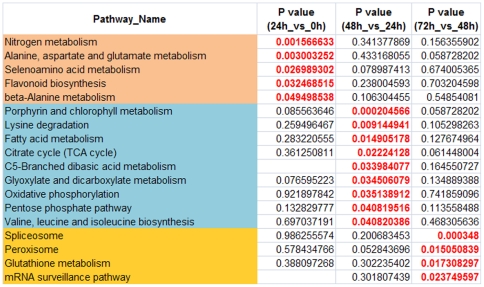
Specific enriched pathways at specific stages during protoplast reprogramming into stem cells.

### Key candidate factors involved in protoplast reprogramming

To elucidate the molecular controls of protoplast reprogramming into stem cells in *P. patens*, we further transformed the comparison of two sequential time-points into a comparison with the expression level in t-0 protoplasts as a common reference. Based on the transformed comparison data and on the basis of mRNA accumulation trends, we performed a K-means clustering analysis using MEV, which partitioned the 4827 DEGs into six clusters (Fig. 6) [36]. The gene number in each pattern ranged from 119 (pattern B) to 1817 (pattern F). 

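How many genes had a single high time point, and at which time point they were most or fewest, depended on how the libraries were scaled. A gene was taken to peak where it had at least 100 tags and at least 4 times the TMM-scaled level of each other library. This gave 194 genes at 0 h, 105 at 24 h, 325 at 48 h and 327 at 72 h. In percent of the genes listed these are 1.03%, 0.559%, 1.73% and 1.74%, fewest at 24 h. BAG6, a partner of the chaperone HSP70, peaked at 0 h, malate synthase at 24 h, LHCB3 of the antenna at 48 h and PUR5 of purine synthesis at 72 h. With total tags as library sizes the percentages were 1.28%, 0.894%, 1.42% and 0.707%, and with the clean tags 1.36%, 0.814%, 1.36% and 0.803%, fewest at 72 h in both. K-means on the called genes, with 6 clusters, put 300 and 763 genes into clusters whose mean was highest at 0 h, 280 at 24 h, 688 and 849 at 48 h and 808 at 72 h.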

Patterns A to D contained genes preferentially expressed in fresh protoplasts (pattern A), cells that had regenerated a new cell wall (pattern B), reprogrammed stem cells (pattern C) and regenerated 2- to 3-celled chloronemata (pattern D) (Fig. 6).

**Figure 6:**
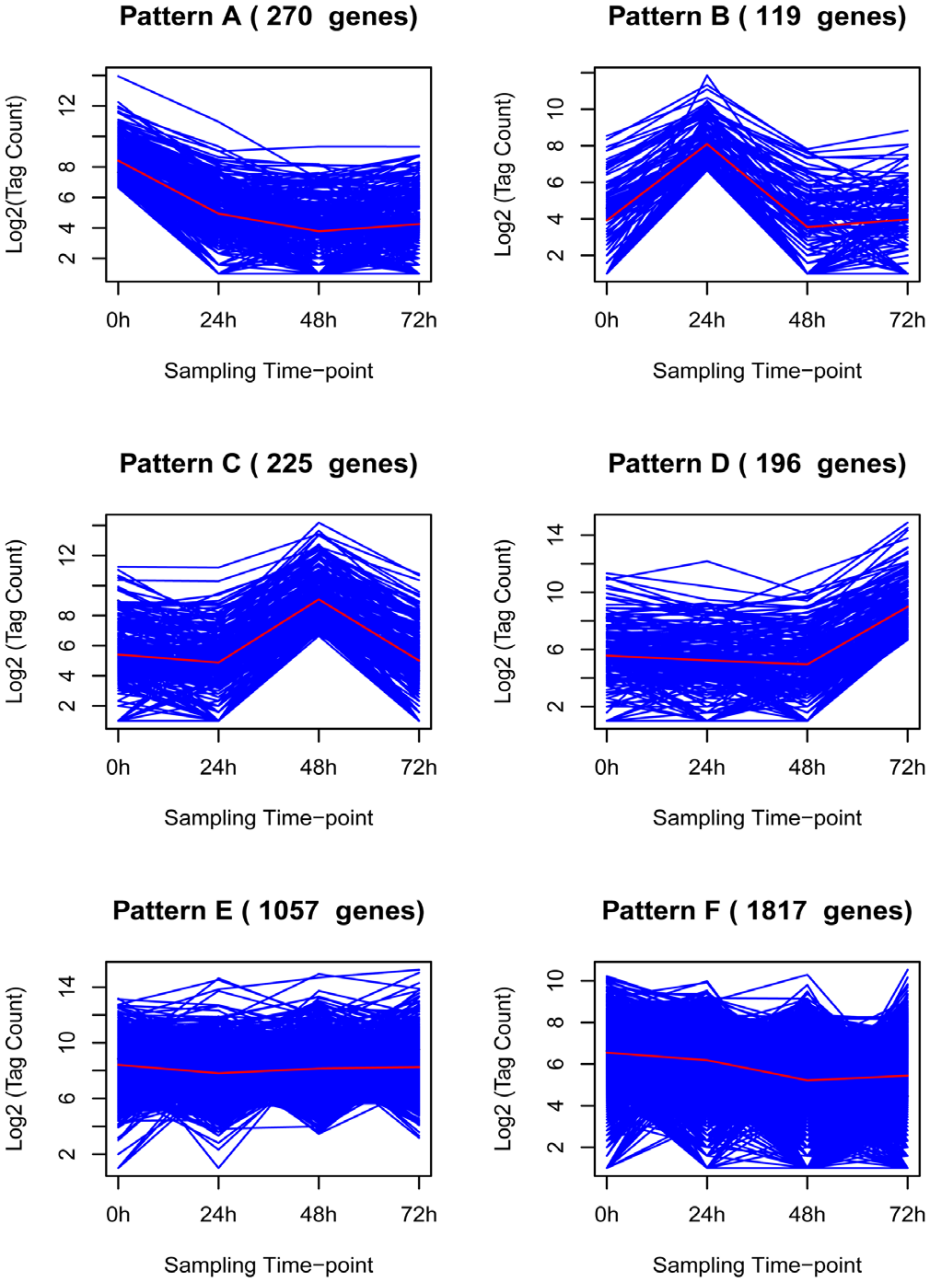
Patterns of gene expression by K-means cluster analysis in the developing gametophyte of *P. patens*. Differentially expressed genes across all four time-points were grouped into six patterns using the K-means clustering algorithm. The *y*-axis gives the tag count (on a log_2_ scale) of differentially expressed genes. Each line represents a different gene.

Compared with cells of six-day-old protonemata, freshly isolated protoplasts differed in shape and gene expression because of removal of cell walls. Most of the 270 preferentially expressed genes in fresh protoplasts functioned in material synthesis and degradation, energy supply and abiotic stress responses (Figs. 1C and 6; Table S6). In addition, more than 20 transcription factors, 16 kinase activity-related genes, a number of phytohormone metabolism and signaling-related genes, and three methyltransferase-encoding genes also showed peak expression level in freshly isolated protoplasts. It is interesting that several homologues of stem cell-associated transcription factors, such as NAC2, CUC2, RD26 and WOX13, in vascular plants demonstrated maximal expression levels.

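The genes with a peak in fresh protoplasts include chaperones and 3 peroxidases. Of the 194 genes with a peak at 0 h, 161 carry an Arabidopsis description. Chaperones were 7 of them, where 2.66 would fall among 194 genes drawn from those with at least 100 tags in some library. HSP90.1 (Pp1s258_52V6), the chaperone that steadies signalling proteins, fell in the first 24 h, 5.60-fold lower (95% interval 4.74 to 6.66), and again by 48 h, 61.8-fold lower (95% interval 16.8 to 515). PPC3 (Pp1s177_55V6), which binds carbon dioxide into organic acids, fell 30.8-fold (95% interval 10.2 to 152). The 3 peroxidase genes with a peak at 0 h, Pp1s35_32V6, Pp1s20_77V6 and Pp1s112_99V6, were chosen after their values were seen and were 30.5-fold lower (95% interval 14.6 to 76.7), at least 48.1-fold lower and at least 39.3-fold lower at 24 h. The highest count of a gene with a peak at 0 h was that of Pp1s4_134V6, a translation initiation factor of the SUI1 family, chosen after its values were seen, with 15742, 1993, 147 and 145 tags at the 4 time points.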

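Genes with a peak in fresh protoplasts include regulators of transcription, kinases and hormone genes, and no test was made of their numbers. Genes with a transcription factor domain, a list added after the values were seen, were 11 of the genes with a peak at 0 h, where 4.52 would fall by chance. They hold 4 members of families that answer to stress or hormones, ERF-1 (Pp1s60_148V6), WRKY50 (Pp1s426_30V6), SCL14 (Pp1s98_14V6) and ABI3 (Pp1s104_58V6), the last 3 chosen after their values were seen. WRKY50 fell in the first 24 h, 20.6-fold lower (95% interval 10.7 to 45.7), and SCL14 fell 7.39-fold (95% interval 5.88 to 9.40). Of the kinase genes, also listed later, 3 had a peak at 0 h, CK1 (Pp1s151_38V6), Pp1s130_99V6 and APK2B (Pp1s225_90V6), chosen after their values were seen, where 1.91 would fall by chance. CK1 fell in the first 24 h, 10.3-fold lower (95% interval 7.54 to 14.3). Auxin genes with a peak at 0 h were 2, where 0.521 would fall by chance, Pp1s57_85V6, of the early response, and BIG (Pp1s42_203V6), of auxin transport, the latter chosen after its values were seen, and the former fell 5.25-fold (95% interval 4.25 to 6.54). The cytokinin gene IPT9 and the ethylene gene ERF-1 also peaked at 0 h, where 0.116 and 0.261 genes of these lists would, and 0 abscisic acid and 0 jasmonic acid genes did, where 0.347 and 0.376 would. Of the methyltransferase genes, 1 peaked at 0 h, PRMT4B (Pp1s38_243V6), chosen after its values were seen, which fell 5.50-fold (95% interval 4.75 to 6.40).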

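NAC proteins are plant transcription factors that act in meristem boundaries, senescence and drought, and as a family they were high in fresh protoplasts. Of the 18 NAC genes tested, 3 were called lower and 0 higher at 24 h than at 0 h, with a median log2 change of -2.06 (percentile 0), or -1.92 with counts of 0 set to 3 tags. By 48 h, 0 of 13 were called higher and 1 lower, with a median of -1.15 (percentile 10.4), and by 72 h 0 of 11 were called higher and 0 lower, with a median of 0.31 (percentile 64.8), which total tags as library sizes turn to -0.08. Of the genes matched to NAC2, a regulator of senescence, NAC2 (Pp1s8_36V6) had a peak at 0 h and fell 4.45-fold (95% interval 3.99 to 4.96). NAC2 (Pp1s73_182V6) had 2065, 556, 144 and 428 tags and was 3.27-fold lower (95% interval 2.97 to 3.59) at 24 h, under the 4-fold of a call, and NAC2 (Pp1s10_90V6) had 147, 38, 31 and 50 tags. Of the genes matched to CUC2, which marks organ boundaries, CUC2 (Pp1s259_58V6) had 445, 253, 35 and 0 tags and fell from 24 to 48 h, 5.55-fold lower (95% interval 3.89 to 8.15). CUC2 (Pp1s227_100V6) fell from 130 to 0 tags in the first 24 h, at least 38.1-fold lower, and CUC2 (Pp1s279_85V6), CUC2 (Pp1s327_64V6) and CUC2 (Pp1s46_208V6) also had most tags at 0 h, with 259, 79 and 21. CUC2 (Pp1s288_4V6) had most tags, 18, at 24 h. Of the genes matched to RD26, which acts in drought, RD26 (Pp1s140_93V6) fell in the first 24 h, 8.57-fold lower (95% interval 4.73 to 17.1), RD26 (Pp1s164_25V6) and RD26 (Pp1s117_16V6) had most tags, 32 and 26, at 0 h, and RD26 (Pp1s5_359V6) had 12 tags at 0 h and 13 at 72 h.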

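Single genes of the breakdown of fats, amino acids and aldehydes had a peak at 24 h. Malate synthase, methionine gamma-lyase, ALDH7B4, the glutamate decarboxylase GAD4 and the dehydrin COR47 all had their peak at 24 h. CHY1 (Pp1s370_59V6), an enzyme of valine breakdown, rose in the first 24 h, 6.75-fold higher (95% interval 5.18 to 8.92), and fell by 48 h, 9.57-fold lower (95% interval 6.63 to 14.3). IAR4 (Pp1s169_138V6), a subunit of pyruvate dehydrogenase, had 2 tags at 0 h, 110 at 24 h and 0 at 48 h. ALDH5F1 (Pp1s6_180V6), of the aldehyde dehydrogenases, rose 4.30-fold (95% interval 2.98 to 6.36) and fell 8.27-fold (95% interval 4.68 to 15.9), and PPa6 (Pp1s113_38V6), a pyrophosphatase, rose 4.10-fold (95% interval 2.84 to 6.04) and dropped to 0 tags by 48 h. Pp1s32_209V6, without an Arabidopsis description and chosen after its values were seen, had the most tags of the genes with a peak at 24 h, 2, 3708, 16 and 23 tags. Of the 105 genes, 73 carry an Arabidopsis description.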

One hundred and nineteen genes in pattern B showed peak expression levels in t-24 cells, which represented a key stage in the reprogramming of *P. patens* protoplasts (Figs. 1D and 6; Table S5). Among the annotated genes, most were related to material and energy metabolism, including a few genes involved in amino acid metabolism and starch synthesis and genes encoding organic materials degradation (Fig. 4; Table S5). Less than 15 genes that encoded transcription factors were specifically expressed. In addition, five methylation-associated genes and two chromatin remodeling genes also exhibited significantly high expression levels.

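Transcription factors of more than 1 family had a peak at 24 h. Of the genes with a transcription factor domain, 5 had a peak at 24 h, where 2.44 would fall by chance. Pp1s120_13V6, with an AP2-type domain, rose 36.4-fold (95% interval 20.1 to 73.6), and AGL62 (Pp1s88_174V6), a MADS-box gene known from the endosperm, rose 32.7-fold (95% interval 12.4 to 122) and had 0 tags at 48 and 72 h. The other three, chosen after their values were seen, were the AP2-type genes TINY2 (Pp1s55_253V6) and Pp1s8_127V6 and the CCT motif gene Pp1s70_278V6, which rose 4.30-fold (95% interval 3.22 to 5.82), 5.03-fold higher (95% interval 3.43 to 7.58) and 7.54-fold higher (95% interval 5.01 to 11.8). Over the whole list, 11 of 374 were called higher and 29 lower at 24 h, with a median log2 change of -0.58 (percentile 0).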

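Methyltransferases pass methyl groups to proteins, amino acids and other molecules, and 5 genes of this kind had a peak at 24 h, where 0.846 would fall by chance. They were PIMT1, PIMT2 and HMT2, together with Pp1s53_226V6 and Pp1s197_40V6, chosen after their values were seen. Pp1s53_226V6, a methyltransferase that uses S-adenosylmethionine, rose in the first 24 h, 4.37-fold higher (95% interval 3.12 to 6.23), and fell by 48 h, 21.6-fold lower (95% interval 9.74 to 59.8). Pp1s197_40V6, whose description names dimethylmenaquinone methyltransferase, rose 8.41-fold (95% interval 5.42 to 13.6) and fell 6.87-fold (95% interval 4.27 to 11.7).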

Genes in pattern C were specifically expressed at 48 h, at which time the reprogrammed protoplasts re-entered the cell cycle (Figs. 1E and 6; Table S5). In contrast to fresh protoplasts and t-24 cells, genes involved in photosynthesis and structural constituents of the ribosome were the most abundant categories at this time-point, followed by energy metabolism and fatty acid biosynthesis genes. 

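At 48 h the peak genes include many of light capture, carbon fixation, protein synthesis and the cell wall. Of the 325 genes, 28 belong to the photosystem list, where 4.22 would fall by chance, and 9 each to the antenna and Calvin cycle lists, where 1.41 and 1.31 would. Ribosomal protein genes were 30, where 15.3 would fall by chance, and cell wall genes 10, where 2.13 would. PSAG (Pp1s83_246V6), of photosystem I, rose 39.8-fold (95% interval 34.9 to 45.7), and LHCB2.1 (Pp1s19_13V6), of the antenna, rose 116-fold (95% interval 98.1 to 137) and fell 56.9-fold (95% interval 49.7 to 65.5). CAC1 (Pp1s15_270V6), a subunit of the acetyl-CoA carboxylase that starts fatty acid synthesis, rose 22.7-fold (95% interval 12.7 to 44.6) without a peak by this rule. GSR2 (Pp1s241_33V6), a glutamine synthetase, rose 72.5-fold (95% interval 54.8 to 97.9). DFL2 (Pp1s67_243V6), of the auxin-responsive GH3 family, had its peak here and rose 25.8-fold (95% interval 17.8 to 38.9), as did Pp1s310_62V6 of the early auxin response, 7.60-fold higher (95% interval 5.69 to 10.3). The 48 h library differs in light as well as in culture time from that at 24 h, and the light before 0 h is not stated.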

Some DEGs were related to phytohormone signaling transduction. As for regulatory factors, four transcription factors were maximally expressed, including a putative bZIP1, KAN2 and HRD.

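KAN2 gives leaves their lower side in Arabidopsis, and HRD is an AP2-type factor that strengthens drought tolerance. KAN2 (Pp1s114_151V6) had its peak at 48 h, 6.10-fold higher (95% interval 4.63 to 8.13) than at 24 h, and fell by 72 h, 6.81-fold lower (95% interval 4.90 to 9.68). The other genes matched to KAN2, KAN2 (Pp1s49_140V6) and KAN2 (Pp1s9_234V6), had 50, 170, 83 and 0 tags and 25, 23, 19 and 8 tags. HRD (Pp1s249_80V6) had 0 tags at 24 h and 118 at 48 h, at least 51.2-fold higher, and fell by 72 h, 37.2-fold lower (95% interval 12.4 to 183). Of the list of transcription factor domains, 2 genes had a peak at 48 h, where 7.57 would fall by chance, KAN2 and the AP2-type gene Pp1s21_214V6, chosen after its values were seen, which rose 32.4-fold (95% interval 17.3 to 68.4). From 24 to 48 h, 5 of 328 were called higher and 33 lower of that list, with a median log2 change of -0.64 (percentile 2.49). No gene of the files is matched to the Arabidopsis bZIP1.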

Pattern D contained the genes preferentially expressed in cells cultured for 72 h, at which point stem cell reprogramming was complete and chloronemata regeneration had been initiated (Figs. 1F and 4; Table S5). 

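At 72 h the peak genes include those of detoxification, purine synthesis and pyruvate metabolism, and genes of the jasmonic acid list. Of the peroxidases and glutathione S-transferases, 7 had a peak at 72 h, where 1.56 would fall by chance, and of the jasmonic acid genes 5, where 0.634 would. Ribosomal protein genes were 8, where 15.4 would fall by chance. AOC3 (Pp1s378_11V6), an allene oxide cyclase, and LOX1 (Pp1s434_27V6), a lipoxygenase, rose 5.08-fold (95% interval 4.50 to 5.75) and 4.25-fold higher (95% interval 3.98 to 4.55). OPR2 (Pp1s9_107V6), a 12-oxophytodienoate reductase, rose 288-fold (95% interval 79.4 to 2385). JRG21 (Pp1s103_129V6), induced by jasmonic acid, rose 174-fold (95% interval 67.7 to 641), and AOC3 (Pp1s1_207V6), a second allene oxide cyclase gene chosen after its values were seen, rose 4.77-fold (95% interval 3.55 to 6.51). LPD1 (Pp1s35_94V6), a lipoamide dehydrogenase, rose 35.5-fold (95% interval 26.4 to 48.9), and PKP-BETA1 (Pp1s205_25V6), a pyruvate kinase of plastids, rose 16.2-fold (95% interval 14.4 to 18.3). Among the genes with a peak at 72 h, 255 carry an Arabidopsis description.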

Of the 196 genes preferentially expressed, the majority functioned in metabolism and protein synthesis (Table S5). A few genes that encoded putative transcription factors and phytohormone signal transduction-associated factors were also included in this pattern. In addition, a putative gene (root hair specific 8; *RHS8*) that involved in root hair development in vascular plants [37] was specifically expressed. 

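RHS8 is a root hair gene of flowering plants, and the match in the moss was abundant when filaments with tip growth formed. RHS8 (Pp1s36_237V6) had 90, 170, 57 and 820 tags at 0, 24, 48 and 72 h, rose from 48 to 72 h, 15.2-fold higher (95% interval 11.6 to 20.3), and had its peak at 72 h. A second match, RHS8 (Pp1s21_30V6), had 13 tags at 48 h and 0 at the other time points. Among the genes of tip growth and rhizoids, 1 of 11 were called higher and 0 lower at 24 h, with a median log2 change of 0.44 (percentile 85.9), 0 of 10 were called higher and 1 lower at 48 h, with a median of -1.27 (percentile 12.7). From 48 to 72 h, 1 of 9 were called higher and 0 lower, with a median of 0.56 (percentile 74.1). RHD3 (Pp1s132_189V6), a GTPase that shapes the endoplasmic reticulum in root hairs, fell by 48 h, 98.7-fold lower (95% interval 27.1 to 819.5).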

According to previous reports, protonemal apical cells in mosses, like root hairs in flowering plants, are tip-growing cells, and some genes involved in plant cell tip growth were also functionally conserved between *Physcomitrella* and flowering plants [38], [39] Thus, we speculated that *RHS8* might play an important role during protonema/chloronema development after stem cell reprogrammed in *P. patens*. In addition, a putative cyclin-dependent protein kinase, *CAK1AT*, which encoded a homologue of *CDK-activating kinase 1AT* and functioned in maintenance of root meristem identity in Arabidopsis [40], was maximally expressed.

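CAK1AT activates cyclin-dependent kinases, which drive the cell cycle, and its tags appeared in number only at 72 h. CAK1AT (Pp1s121_167V6) had 55, 48, 0 and 942 tags at the 4 time points and was at least 332-fold higher at 72 h than at 48 h. The median of the cyclin and cyclin-dependent kinase genes moved the other way in that step, at -1.21 (percentile 0.195), while 2 of 35 were called higher and 0 lower. Besides CAK1AT, the gene called higher was Pp1s147_86V6, a cyclin-like protein, 11.1-fold higher (95% interval 9.00 to 13.8). In the earlier steps, 0 of 35 were called higher and 1 lower at 24 h, with a median log2 change of -0.47 (percentile 7.04), and 1 of 35 were called higher and 2 lower at 48 h, with a median of -0.32 (percentile 61.2).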

It is well known that protein methylation and phytohormones play vital roles throughout all aspects of plant growth and development, including stress responses. 

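Few methyltransferase genes were called in any step, and single genes of chlorophyll, lipid and amino acid methylation went up or down. Of the methyltransferase genes of the annotation, 6 of 174 were called higher and 5 lower at 24 h, with a median log2 change of 0.11 (percentile 88.5). By 48 h, 9 of 166 were called higher and 10 lower, with a median of -0.42 (percentile 46.9), and by 72 h 8 of 144 were called higher and 6 lower, with a median of -0.47 (percentile 1.2). The number called higher minus the number called lower at 72 h turns to -4 with total tags, -1 with clean tags and -3 with no tag minimum. CHLM (Pp1s372_25V6), which methylates a precursor of chlorophyll, was 9.55-fold lower (95% interval 5.52 to 17.9), 30.1-fold higher (95% interval 17.7 to 55.7) and 5.68-fold lower (95% interval 4.24 to 7.72) in the 3 steps. HMT2 (Pp1s10_84V6), a second homocysteine methyltransferase gene, fell in the first 24 h, 62.0-fold lower (95% interval 16.8 to 517). SHM1 (Pp1s21_270V6), which passes a carbon unit from serine to folate, rose by 48 h, 13.1-fold higher (95% interval 12.2 to 14.1), and fell by 72 h, 4.25-fold lower (95% interval 4.04 to 4.48). GAMT2 (Pp1s47_20V6), which methylates gibberellins, rose by 72 h, 15.0-fold higher (95% interval 12.3 to 18.5), and PMEAMT (Pp1s321_8V6), of phosphatidylcholine synthesis, fell 11.7-fold (95% interval 7.13 to 20.4).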

In the present study, several genes that encode homologues of Arabidopsis methyltransferase showed maximal expression within 24 h of protoplast culture (i.e. Patterns C and D; Fig. 4, Table S5). More than 30 phytohormone-related genes, which included almost all phytohormone categories, showed maximal expression in fresh protoplasts. However, a few genes that associated with three main phytohormones, namely auxin, ABA and jasmonic acid, showed dynamic expression levels throughout the protoplast reprogramming process. 

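The medians of auxin and jasmonic acid genes were lower at 24 h than in fresh protoplasts, and that of jasmonic acid genes rose at 72 h. Few abscisic acid genes of the annotation were called in any step. Of the auxin genes, 1 of 47 were called higher and 5 lower at 24 h, with a median log2 change of -0.98 (percentile 0.0600), 2 of 42 were called higher and 3 lower at 48 h, with a median of -0.39 (percentile 46.5). By 72 h, 2 of 37 were called higher and 2 lower, with a median of 0.17 (percentile 65.8), which total tags and clean tags as library sizes turn to -0.22 and -0.08. DFL1 (Pp1s323_82V6), of the auxin-responsive GH3 family, fell in the first 24 h, 6.38-fold lower (95% interval 5.16 to 7.95), and ARF2 (Pp1s280_7V6), a transcription factor that answers to auxin, rose at 72 h, 4.11-fold higher (95% interval 3.01 to 5.68). Of the abscisic acid genes, 0 of 17 were called higher and 0 lower at 24 h, with a median of -0.67 (percentile 7.53), 1 of 16 were called higher and 0 lower at 48 h, with a median of -0.31 (percentile 37.2). After 72 h, 2 of 16 were called higher and 1 lower, with a median of 0.28 (percentile 67.1), which total tags turn to -0.10. The number called higher minus the number called lower also turns to -1 with total tags and at a coefficient of variation of 0.4. FCA (Pp1s47_242V6), an RNA-binding protein of flowering that is annotated with this hormone, rose by 48 h, 10.5-fold higher (95% interval 6.99 to 16.2), and RCAR3 (Pp1s231_41V6), an abscisic acid receptor, rose by 72 h, 4.60-fold higher (95% interval 3.68 to 5.81). Of the jasmonic acid genes, 0 of 23 were called higher and 3 lower at 24 h, with a median of -1.13 (percentile 0.465), 3 of 22 were called higher and 0 lower at 48 h, with a median of 0.38 (percentile 81.8), which total tags and clean tags turn to -0.15 and -0.11. In the last step, 7 of 18 were called higher and 1 lower, with a median of 1.02 (percentile 95.4). OPR1 (Pp1s326_44V6), a 12-oxophytodienoate reductase, fell in the first 24 h, 32.4-fold lower (95% interval 26.0 to 41.0), and rose at 72 h, 18.4-fold higher (95% interval 14.7 to 23.3). AOS (Pp1s72_301V6), allene oxide synthase, rose by 48 h, 48.2-fold higher (95% interval 28.9 to 86.6).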

From comparison of the gene number and category at each stage, we suggest that phytohormones might play important roles in the early stage of protoplast reprogramming into stem cells.

## Discussion

### *Physcomitrella patens* is an excellent system for exploration of the mechanisms of protoplast reprogramming into stem cells

At recent annual moss meetings (2007) and the 21^st^ International Conference on Arabidopsis Research in 2010, the *P. patens* apical stem cell system received considerable attention. In addition to the advantages of the system already outlined, cell divisions can be followed easily in time and space because nearly all gametophytic cells are in direct contact with the environment (i.e., there are no ‘hidden’ cell layers). In addition, the control of cell fate over time and space can be studied both in the protonemal cell lineage and in the more complex tissue of the gametophore. Orthologues for many genes are present in angiosperms and close paralogs are present in gymnosperms. The genome of *P. patens* encodes homologues of stem cell-related genes, such as three WOX paralogs and NAC transcription factors [16], [41]. However, how these genes function during development or protoplast regeneration is still unclear. The morphological and structural characteristics allow us to track the mechanisms both at the single-cell level and in living plants. Compared to other protoplast systems, *P. patens* protoplasts are readily isolated from young protonemal tissue [2]. A major advantage of the *P. patens* system is the ease with which cells can be reprogrammed into pluripotent stem cells. Another advantage of the *P. patens* ‘protoplast–stem cell system’ is that protoplast regeneration occurs at a high frequency, does not require supplementation of the medium with hormones, and results directly in the formation of chloronemal filaments or even a whole gametophyte and does not undergo a callus stage [24]. In these respects the process thus resembles spore germination [24]. Flow cytometry analysis of the cell cycle also showed high synchronization of the process after protoplast isolation.

Because of the higher degree of synchronization, the ease with which reprogramming to stem cells is induced, and the shorter times for regeneration, the *P. patens* protoplast–stem cell system is a more favorable system with which to explore molecular mechanisms for stem cell reprogramming than other protoplast systems, such as tobacco, cucumber and clover blossom [6], [9], [42].

### Altered metabolism and stress responses are necessary for protoplast survival and reprogramming into stem cells

In the course of protoplast isolation from protonemata, a cell rapidly (within seconds) changes its form and is converted into a geometrically ideal sphere. The communication between cells is interrupted. In order to survive, protoplasts must first cope with the alteration of the surrounding environment and renew the cell configuration. We propose that a cascade of stress signal reactions is generated when a protoplast is completely separated from a cell wall. Such reactions might be similar to those accompanied by plasmolysis of plant cells caused by drought or salt. Changes in the expression levels of stress-response genes in the protoplasts might be partially associated with the process of protoplast separation *per se*. This process is likely to be stressful for a protonemal cell because the cell wall is enzymatically degraded and the protoplast is separated from its mechanically rigid, protective polysaccharide envelope into a hypertonic solution. The process of protoplast separation from a cell wall is a type of cell wounding. To survive, the protoplast must initiate the repair mechanism to confront the damage induced by cell wall removal, which represent alteration of metabolism of other materials and energy supply. 

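Genes of fatty acid synthesis that the study had found changed were lower more often than higher at 24 h, and those of propanoate metabolism were as often higher as lower. Of the 11 genes of fatty acid biosynthesis in Table S5, chosen by the study on these same libraries, 1 higher and 6 lower were called at 24 h, 6 higher and 2 lower at 48 h and 2 higher and 1 lower at 72 h. ACC1 (Pp1s13_171V6), acetyl-CoA carboxylase, fell in the first 24 h, 14.3-fold lower (95% interval 10.9 to 18.9), as did KAS III (Pp1s119_22V6), which starts the chain, 7.42-fold lower (95% interval 5.40 to 10.4). KAS III rose again by 48 h, 4.81-fold higher (95% interval 3.42 to 6.91), and by 72 h, 23.9-fold higher (95% interval 20.4 to 28.2). SSI2 (Pp1s157_50V6), which desaturates stearate, was the gene called higher at 24 h, 6.86-fold higher (95% interval 4.70 to 10.3). Of the 13 genes of propanoate metabolism, chosen in the same way, 3 higher and 3 lower were called at 24 h, 5 higher and 7 lower at 48 h and 3 higher and 1 lower at 72 h. ALDH2B4 (Pp1s496_1V6), a mitochondrial aldehyde dehydrogenase, rose in the first 24 h, 4.95-fold higher (95% interval 4.44 to 5.52), fell by 48 h, 4.52-fold lower (95% interval 4.00 to 5.13), and rose by 72 h, 11.6-fold higher (95% interval 10.3 to 13.1).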

Our results show that the significantly enriched pathways, which were concentrated in decreased photosynthesis, increased fatty acid, O-glycan, flavonoid, flavone and flavonol biosynthesis, and propanoate metabolism, contribute to the survival and rejuvenation of the protoplast.

Results from morphogenetic observation and FCM (Fig. 1) show that after culture for 48 h most protoplast-derived cells have been successfully reprogrammed into stem cells and re-enter the cell cycle. In order to satisfy the need for rapid division and growth, the cells show enhanced photosynthesis and protein synthesis as well as metabolism of other materials and energy supply.

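At 48 h the cells gave a larger share of their transcripts to photosynthesis and to ribosomes than at any other time point. Antenna and photosystem genes held 2.72% (95% Wilson interval 2.70 to 2.74) of the tags at 0 h, 0.872% (95% Wilson interval 0.859 to 0.886) at 24 h and 11.7% (95% Wilson interval 11.7 to 11.8) at 48 h. Ribosomal protein genes held 8.34% (95% Wilson interval 8.30 to 8.37), 10.1% (95% Wilson interval 10.1 to 10.2) and 14.8% (95% Wilson interval 14.8 to 14.9) at the same time points. From 24 to 48 h, 90 of 427 were called higher and 19 lower of the ribosomal protein genes, with a median log2 change of 0.91 (percentile 100). In the first 24 h, 7 of 419 were called higher and 28 lower, with a median of 0.22 (percentile 100), and from 48 to 72 h 24 of 410 were called higher and 73 lower, with a median of -0.68 (percentile 0). RPL9 (Pp1s536_10V6), a protein of the large subunit, rose by 48 h, 155-fold higher (95% interval 52.6 to 755), and Pp1s242_42V6, of plastid ribosomes, rose 61.9-fold (95% interval 37.9 to 109) and fell by 72 h, 144-fold lower (95% interval 61.4 to 445). LHCB5 (Pp1s6_312V6), an antenna protein, rose from 171 tags to 13603 by 48 h. The 48 h cells had been in a light cycle for 24 h, which the 24 h cells had not.

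**Figure D2:**
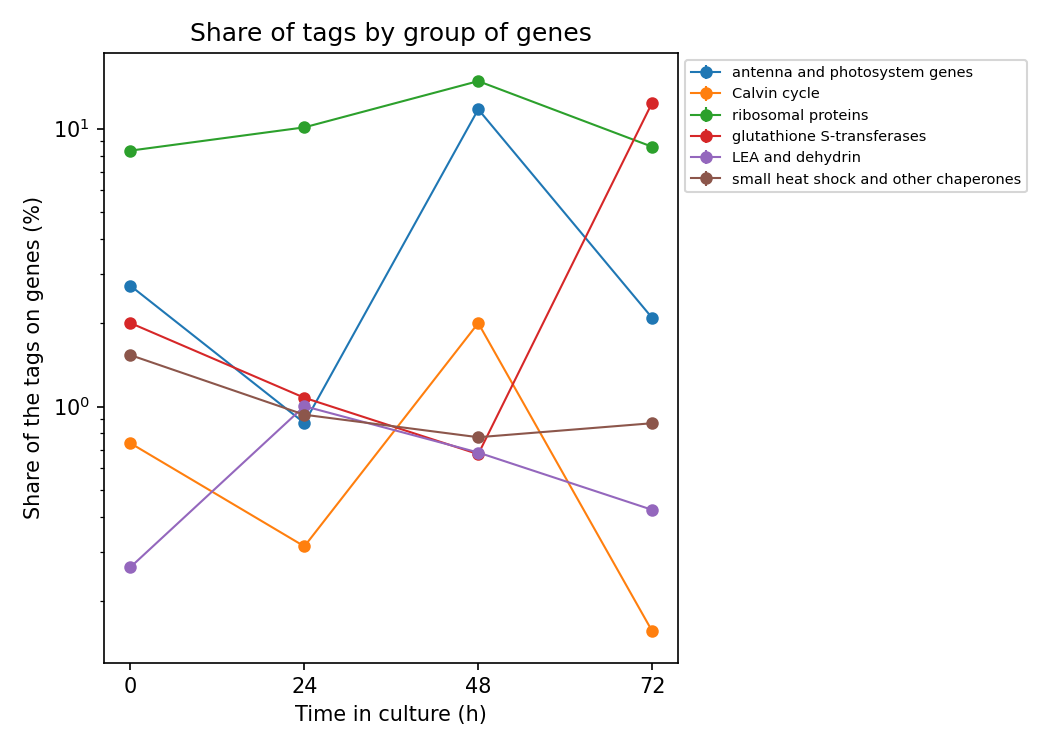
Share of the tags on genes (percent, log axis) held by 6 groups of genes at 0, 24, 48 and 72 h of culture. Each point is 1 library and bars are 95% Wilson intervals, smaller than the points. Antenna and photosystem genes are highest at 48 h and glutathione S-transferases at 72 h.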

After 72 h culture, the reprogrammed stem cells had divided once or twice, and chloronema development was initiated. 

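Between 48 and 72 h the share of tags on photosynthesis and carbon fixation genes shrank, and that on glutathione S-transferases grew. Antenna and photosystem genes held 2.09% (95% Wilson interval 2.07 to 2.10) of the tags at 72 h. Calvin cycle genes went from 2.00% (95% Wilson interval 1.98 to 2.02) at 48 h to 0.156% (95% Wilson interval 0.151 to 0.161) at 72 h, and ribosomal protein genes held 8.61% (95% Wilson interval 8.57 to 8.64) at 72 h. Glycolysis genes held 0.769% (95% Wilson interval 0.757 to 0.781) and 0.552% (95% Wilson interval 0.543 to 0.561) at these time points. Glutathione S-transferases went from 0.674% (95% Wilson interval 0.662 to 0.685) to 12.4% (95% Wilson interval 12.3 to 12.4), most of it GSTF9, for which amplification of a few tags was not excluded. The genes of this family below 1% of every library went from 0.505% (95% Wilson interval 0.495 to 0.515) to 2.74% (95% Wilson interval 2.72 to 2.76). Taken over all genes, a log2 change from 24 to 48 h went with an opposite change from 48 to 72 h, with a covariance across 12987 genes of -3.84 and a correlation of -0.58, where genes are not independent replicates. Libraries simulated without any change and with a coefficient of variation of 0.4, which share the 48 h library in the same way, gave a covariance of -0.44 and a correlation of -0.50.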

The characteristics of metabolic processes were similar to those at 48 h. The increased expression levels of several embryogenesis-related genes indicated that protoplast-derived chloronema development showed similarities to embryo development.

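The genes that the study listed under embryo development had been found changed in these libraries, and most of them were called at 72 h, some higher and some lower. Of the 14 genes under embryo development in Table S4, chosen by the study on these same libraries, 1 higher and 0 lower were called at 24 h, 1 higher and 2 lower at 48 h and 10 higher and 3 lower at 72 h. RGE1 (Pp1s1_263V6), a transcription factor of endosperm breakdown, went from 0 to 199 tags, at least 70.1-fold higher. EIF2 (Pp1s31_343V6), a translation initiation factor, fell by 48 h, 14.6-fold lower (95% interval 7.51 to 32.5), and rose by 72 h, 32.5-fold higher (95% interval 16.9 to 71.9). QQT1 (Pp1s152_51V6), a protein with a nucleotide-binding P-loop, rose 22.7-fold (95% interval 12.1 to 48.1), and MIRO1 (Pp1s197_92V6), a GTPase of mitochondria, rose 10.7-fold (95% interval 8.40 to 13.7). ABI3 (Pp1s143_82V6), a regulator of seed maturation, fell by 48 h, 8.54-fold lower (95% interval 5.26 to 14.7), and rose by 72 h, 8.93-fold higher (95% interval 5.46 to 15.5). RUB1 (Pp1s127_93V6), a ubiquitin-like protein, rose in the first 24 h, 4.86-fold higher (95% interval 3.15 to 7.76), and fell at 72 h, 10.9-fold lower (95% interval 7.21 to 17.1).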

### Key candidate factors and regulatory mechanisms involved in protoplast reprogramming into stem cells in *P. patens*

To maintain the stem cell state, it is important that multiple regulation factors are coordinated, such as transcription factors, phytohormone synthesis and signaling transduction, and DNA and protein modification, except for alterations in metabolism.

### 1. Stem cell-related genes and their roles

For survival, the protoplast must also cope with induction of reprogramming into stem cells, therefore activation of genes associated with stem cell sustenance and meristem identity is essential. Our results showed that a number of homologues of meristem identity-related transcription factors, including NAC2, CUC2, RD26, WOX13 and BAM2, and one putative protein kinase exhibit maximal expression levels in freshly isolated protoplasts (Table S6). NAC2, CUC2 and RD26 encode transcriptional activators of the NAC gene family in Arabidopsis [43]. NAC2 is known to control age-dependent senescence and salt-promoted senescence [44]. RD26 is induced in response to desiccation, is localized to the nucleus and acts as a transcriptional activator in the ABA-mediated dehydration response [45]. The higher expression level of these genes may be correlated to the alteration of the culture medium, which contained a higher concentration of mannitol after removal of the cell wall. CUC2 expression in the leaf sinus region is required for serration and the extent of serration is modulated by mir164A-mediated repression of CUC2 [46], [47].

It was interesting that a homologue of *WOX13*, a member of the Wuschel-related homeobox (*WOX*) gene family in vascular plants, showed peak expression in freshly isolated protoplasts and a relatively high level of transcription was maintained after 24 h culture (Fig. 3, Tables S1 and S5). The *WOX* gene family belongs to the homeodomain-containing transcription factors, which are key regulators implicated in the determination of cell fate and cell differentiation in plants [48], [49]. *WOX* genes are specifically expressed in different plant organs and cell types [49]–[54]. *WUS* and *WOX5* genes are two vital members that function in stem cell maintenance in a restricted region of the shoot apical meristem and root apical meristem, respectively [55]–[57]. *WOX13* is among the most highly conserved *WOX* genes and affects root and flower development in Arabidopsis [16]. In *P. patens*, no homologues of *WUS* and *WOX5* are known; of three WOX genes, two are homologues of *WOX13* and one is a homologue of *WOX14* [16]. Therefore, we propose that *WOX* genes in *P. patens* possess broader functions. Our results indicate that the homologue of *WOX13* may play a key role in stem cell identity during protoplast reprogramming into stem cells. Down-regulation of *PpWOX13a* in cells after culture for 24 h may be associated with the smaller apical stem number that led to cell division or the other two WOX homologues may have complementary functions. This finding provides an important clue for further functional study of *WOX* genes in *P. patens* and might also contribute to elucidation of the mechanisms involved in protoplast reprogramming and maintenance of a single apical stem cell in the protonema and leafy shoot apex.

Pp1s352_22V6 encodes a homologue of an Arabidopsis *CLAVATA1*-related receptor kinase-like protein, Barely Any Meristem 2 (BAM2), which is a member of the leucine-rich receptor-like protein kinase family that is required for both shoot and flower meristem function in Arabidopsis [58]. This gene shows a broad expression pattern and is involved in multiple developmental processes, such as vascular strand development in the leaf, control of leaf shape, size and symmetry, male gametophyte (especially anther) development, and ovule specification and function [55], [56]. In addition, the BAM2 expression pattern supports both an early role in promoting somatic cell fates and a subsequent function in pollen mother cells.

In Arabidopsis, stem cell identity maintenance is dependent on the WUS-CLV feedback regulation loop in the shoot apical meristem or on WOX5-SCR/SHR feedback regulation in root apical meristems, which are both dependent on stem niche [59]. *P. patens* lacks a stem cell niche and only one apical stem cell is present in the protonema tip and leafy shoot apex [16]. In the present study, the higher expression levels of homologues of *WOX13* and *BAM2* indicate that the two genes may play pivotal roles in protoplast transformation into stem cells. 

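BAM2 is a receptor-like kinase related to CLAVATA1, which limits the number of stem cells in the shoot of Arabidopsis. Its tags were slightly more abundant at 24 h than in fresh protoplasts, short of a call, and fewer at 48 and 72 h. BAM2 (Pp1s352_22V6) had 124, 147, 27 and 49 tags at 0, 24, 48 and 72 h. Its count was 1.35-fold higher (95% interval 1.05 to 1.73) at 24 h than at 0 h, which was not called, and fell by 48 h, 4.18-fold lower (95% interval 2.76 to 6.56). At 72 h it was 1.92-fold higher (95% interval 1.18 to 3.19) than at 48 h, with fewer than 100 tags in either library. A second gene matched to this kinase, BAM2 (Pp1s59_314V6), chosen after its values were seen, had 29, 11, 2 and 9 tags. From the higher levels of the WOX13 and BAM2 homologues, the paper proposes that both genes may act in the change of protoplasts into stem cells, and it adds the hypothesis that WOX and BAM proteins interact.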

We further hypothesize that protoplast reprogramming into stem cells and maintenance of the single stem cell identity may be partially determined by interaction of WOX and BAM proteins. However, further experiments are needed to test this hypothesis.

### 2. Epigenetic/methylation modification of protein during stem cell reprogramming

Genetic evidence indicates that, similar to animals, stem cells in plants possess a specialized chromatin structure. This may reflect their capacity for a variety of gene-expression programs, as well as their ability to divide repeatedly without either differentiation or senescence. In recent years, epigenetic mechanisms that control chromatin structure and function, including DNA methylation and histone modification, have emerged as key factors in the regulation of cell growth and differentiation and, thereby, the nuclear reprogramming necessary for dedifferentiation [60]. Protein methylation is one type of protein post-translational modification and has been most studied for histones, which can act epigenetically to repress or activate gene expression [61], [62].

Several genes that encode homologues of methyltransferase in Arabidopsis, including Pp1s233_104V6 (protein arginine methyltransferase 4B, PRMT4B), Pp1s271_68V6 (cobalamin-independent synthase family protein, ATMS1), Pp1s31_85V6 (protein-l-isoaspartate methyltransferase 1, PIMT1), Pp1s35_262V6 (protein-l-isoaspartate methyltransferase 2, PIMT2) and Pp1s8_46V6 (homocysteine methyltransferase 2, HMT2), are preferentially expressed within 24 h of protoplast isolation, a stage of stem cell reformation. These results indicate that protein methylation may be an additional important epigenetic mechanism for establishment and/or maintenance of the undifferentiated state during protoplast reprogramming into stem cells.

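Protein-L-isoaspartate methyltransferases repair damaged proteins, and homocysteine methyltransferase makes methionine, the source of methyl groups. PIMT1, PIMT2 and 1 gene matched to HMT2 were high at 24 h. PIMT2 (Pp1s35_262V6) rose in the first 24 h, 15.1-fold higher (95% interval 11.6 to 20.1), and fell by 48 h, 5.92-fold lower (95% interval 4.80 to 7.36). PIMT1 (Pp1s31_85V6) rose 5.12-fold (95% interval 3.38 to 8.01) and fell 48.4-fold (95% interval 13.1 to 404), and HMT2 (Pp1s8_46V6) rose 6.82-fold (95% interval 5.69 to 8.23) and fell 7.15-fold (95% interval 5.74 to 9.00). Pp1s233_104V6, which the files match to peroxiredoxin Q, was highest at 0 h and fell in the first 24 h, 17.5-fold lower (95% interval 11.4 to 28.2). Pp1s271_68V6, whose Arabidopsis match has no description in the files, was highest at 0 h and fell 7.54-fold (95% interval 6.16 to 9.31). The files match other genes to PRMT4B, among them Pp1s38_243V6, and to ATMS1, among them ATMS1 (Pp1s33_110V6), which fell in the first 24 h, 5.21-fold lower (95% interval 4.45 to 6.13), and rose by 48 h, 4.58-fold higher (95% interval 3.88 to 5.43).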

### 3. Endogenous phytohormones and phytohormone-responsive genes

How the regulators described above actually control the behavior of protoplast reprogramming into stem cells in *P. patens* is still largely unknown. Phytohormones are the most likely candidates as regulators of developmental switches, and it has been proposed that hormones play a central role in mediating the signal transduction cascade that leads to the reprogramming of gene expression. Our results indicate that the requirement for a wide variety of endogenous phytohormones during protoplast reprogramming into stem cells is largely determined by the stage of the cultures.

Cytokinins have many roles in plant development, one of which is to stimulate cell division in the shoot in vascular plants [63]. Cytokinins induce bud formation in mosses in a concentration-dependent manner [64]. Cytokinin biosynthesis and signal transduction might be necessary for the activation of protoplast reprogramming processes, but not for subsequent stem cell reprogramming processes. For example, isopentenyl transferase 9 (IPT9), which catalyzes the first step in isopentenyl-type cytokinin (a major cytokinin in moss) *de novo* biosynthesis [65], shows maximal expression in freshly isolated protoplasts.

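IPT9 adds an isopentenyl group to tRNA, a step that yields cytokinins. IPT9 (Pp1s280_8V6) had 122, 7, 7 and 5 tags at 0, 24, 48 and 72 h and fell in the first 24 h, 15.3-fold lower (95% interval 7.22 to 38.9). A second gene matched to IPT9, IPT9 (Pp1s96_115V6), had 41, 32, 29 and 75 tags, highest at 72 h, where it was 2.73-fold higher (95% interval 1.76 to 4.35) than at 48 h and was not called. Among the cytokinin genes of the annotation, 2 of 9 were called higher and 1 lower at 24 h, with a median log2 change of 0.21 (percentile 67.7), 0 of 9 were called higher and 1 lower at 48 h, with a median of 0.13 (percentile 69.8), which total tags and clean tags as library sizes turn to -0.41 and -0.37. At 72 h, 0 of 9 were called higher and 1 lower, with a median of -0.59 (percentile 24.3). CRF2 (Pp1s293_60V6), a transcription factor that answers to cytokinin, rose in the first 24 h, 4.73-fold higher (95% interval 3.03 to 7.64), as did CGA1 (Pp1s3_329V6), a GATA factor induced by cytokinin, 5.95-fold higher (95% interval 4.11 to 8.87), which fell at 72 h, 15.8-fold lower (95% interval 8.09 to 35.2).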

Moreover, several ethylene-response genes show preferential expression during both stages of initiation of reprogramming and chloronemal cell division and differentiation after stem cell formation. However, some genes related to the synthesis and signaling of auxin, ABA and jasmonic acid are also altered the transcriptional levels throughout the reprogramming process after removal of the cell wall. Thus, we speculate that a dynamic balance in the interactions among phytohormones, especially of auxin, ABA and jasmonic acid may be pivotal in distinct stages of protoplast reprogramming and switching cell fate during protoplast reprogramming into stem cells, through coordinated interactions with many metabolic pathways (for example, photosynthesis, cell respiration, and protein synthesis and degradation). Nevertheless, further experiments are necessary to verify this conclusion.

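The median of the ethylene genes was lower at 24 h than in fresh protoplasts, and few of them were called in any step. Of the ethylene genes, 0 of 20 were called higher and 1 lower at 24 h, with a median log2 change of -1.11 (percentile 0.460). By 48 h, 0 of 19 were called higher and 1 lower, with a median of 0.11 (percentile 68.7), which total tags and clean tags as library sizes turn to -0.41 and -0.37, and by 72 h 0 of 15 were called higher and 2 lower, with a median of -0.13 (percentile 45.0). ERF-1 (Pp1s60_148V6), a transcription factor at the end of ethylene signalling, fell in the first 24 h, 16.0-fold lower (95% interval 8.96 to 31.4), and was the only ethylene gene with a peak at 0 h. None of the ethylene genes peaked at 24, 48 or 72 h. The ethylene receptor genes ETR1 (Pp1s1_338V6) and ETR1 (Pp1s54_307V6) fell at 72 h, 8.72-fold lower (95% interval 5.89 to 13.4) and 4.27-fold lower (95% interval 2.91 to 6.43), and EGY3 (Pp1s403_11V6), related to a protein of ethylene-dependent gravitropism, fell by 48 h, 5.88-fold lower (95% interval 3.79 to 9.52).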

### Conclusion

In this study, we analyzed the transcriptome during *P. patens* protoplast reprogramming into stem cells. The transcript levels of 4827 genes were significantly increased or reduced, of which the majority changed only during a specific stage. Our results provide an extensive catalogue of regulatory factors and related genes involved in protoplast survival, reprogramming, and cell division during protoplast reprogramming into stem cells in *P. patens*. Potential applications of these data include identification of candidate genes and as targets for reverse genetic studies of stem cell maintenance and its evolution, and as tools for exploration of the molecular mechanisms underlying stem cell reprogramming in plants.

## Materials and Methods

### Preparation of protoplasts and culture conditions

Protonemal tissue of the Gransden 2004 wild-type strain of *Physcomitrella patens* subsp. *patens* was subcultured at weekly intervals on solid BCDAG medium overlaid on cellophane and containing 5 mM ammonium tartrate [66]. Protoplasts were isolated from six-day-old protonemal tissues following the modified protocol of Grimsley et al. [67]. Ten Petri dishes contained preplasmolyzed protonemal filaments pretreated with 0.48 M mannitol supplemented with 10 ml of 1% solution of Driselase in 0.48 M mannitol (Sigma-Aldrich, USA). After agitated incubation for 30 min in the dark at 25°C, the culture was successively passed through sieves of pore size 100 µm and 50 µm. The filtrate was incubated without agitation under the same conditions for 15 min. Then the protoplast suspension was precipitated by centrifugation for 5 min at 600 rpm and the pellet was washed twice with 0.48 M mannitol by centrifugation at the same rate. The number of protoplasts was determined with a hemocytometer. A portion of the freshly isolated protoplasts were used immediately for FCM analysis and RNA isolation. The remainder of the protoplasts were cultured in BCDAG liquid medium without hormones, but supplemented with 5 mM ammonium tartrate and 0.48 M mannitol, and cultured in the dark for 24 h at 25±1°C. Then the cultures were incubated under a 16/8 h (light/dark) photoperiod regime with light intensity at the surface of the vessels of 55 µmol m^−2^ s^−1^ provided by Philips TLD25 fluorescent lamps.

### Flow cytometry analysis of DNA content

To analyze the DNA content and cell cycle alteration during protoplast culture, FCM analysis was performed according to the method of Ulrich and Ulrich [68]. Suspensions of intact nuclei were prepared from six-day-old protonema (control), freshly isolated protoplasts (t-0) and cultures incubated for 24 h (t-24), 48 h (t-48) and 72 h (t-72) after protoplast isolation by chopping the material with a razor blade in a glass Petri dish that contained 500 µl specific buffer (45 mM MgCl_2_•6H_2_O, 30 mM sodium citrate, 20 mM MOPS, 0.2 mg/ml Triton X-100) [69]. Nuclei from mature Arabidopsis leaves and rice root tips were prepared for determination of the cell cycle stage of the protoplast and its derived cultures. The solution was filtered twice through a sieve of 30 µm pore size. After filtration, a final concentration of 2 µg/ml DAPI (Sigma-Aldrich, USA) was added and incubated for at least 5 min in the dark to stain the nuclei. FCM analysis was conducted with a Becton Dickinson FACSort system (Becton Dickinson, Mountain View, CA, USA). Data were analyzed using Quanta SC software.

### Preparation of digital expression libraries

To achieve comprehensive gene expression profiling during protoplast reprogramming in *P. patens*, samples from t-0 protoplasts and t-24, t-48 and t-72 cultured cells were pooled for RNA isolation and library construction. Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer's instructions. RNase-free DNase (RQ1; Promega Corporation, USA) was used to remove genomic DNA contamination. RNA was quantified using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, USA). RNA quality was tested at an absorbance of A_260_/A_280_>2.0 with an Agilent 2100 Bioanalyzer using the RNA 6000 LabChip Kit (Agilent Technologies, Palo Alto, CA). Only RNA with RNA integrity values greater than 8.0 were used for digital gene expression tag profiling (DGEP).

Tag libraries for each mRNA 3′ terminus were prepared with the Digital Gene Expression Tag Profiling Kit version 2.1B (Illumina, San Diego, CA, USA) in accordance with the manufacturer's protocol. Six micrograms of total RNA was extracted and mRNA was purified using biotin-Oligo (dT) magnetic bead adsorption. Messenger RNA enriched on the beads by oligo (dT) was converted into double-stranded cDNA through reverse transcription. While on the beads, double-strand cDNA was ligated with *Nla*III endonuclease to produce a bead-bound cDNA fragment that comprised the sequence from the 3′-most CATG to the poly (A)-tail. Magnetic bead precipitation was used to purify the cDNA fragments with 3′ ends and add the Illumina adapter 1 to their new 5′ ends. The junction of the Illumina adapter 1 and the CATG site was recognized by *Mme*I, which is a type I endonuclease with separate recognition sites and digestion sites. *Mme*I cuts 17 bp downstream of the CATG site to produce 17 bp cDNA sequence tags with adapter 1. After removing 3′ fragments by magnetic bead precipitation, the Illumina adapter 2 was ligated to the 3′ end of the cDNA tags, which generated tags with different adapters at both ends to form a tag library.

### Digital gene expression tag profiling

Linear PCR amplification with 15 cycles was performed with primers complementary to the adapter sequences to enrich the samples for the desired fragments. The 85 bp fragments were purified by 6% TBE PAGE gel electrophoresis. These fragments were then digested and the single-chain molecules fixed onto a Solexa Sequencing Chip (flowcell) for Solexa sequencing by an Illumina Cluster Station and Illumina Genome Analyzer II System (version 1.0). Each molecule grows into a single-molecule cluster sequencing template by *in situ* amplification. Four types of nucleotides, which were labeled by different colors, were added and sequencing by synthesis was performed. Each tunnel generated millions of raw reads with a sequence length of 35 bp.

### Sequence annotation and identification of differentially expressed genes

Raw reads were transformed into clean tags by trimming adaptor-only tags, filtering low-quality tags (those that contained ambiguous bases), tags that were too long (>21 nt) or too short (<21 nt), and tags that consisted of a single copy (probably the result of sequencing error). The remaining tags were designated distinct clean tags. The genomic sequences corresponding to the tags were retrieved from the *Physcomitrella* genome sequence assembly (ftp://ftp.jgi-psf.org/pub/JGI_data/phytozome/v7.0/Ppatens/annotation/). All distinct clean tags were aligned to the reference *P. patens* database with Bowtie 0.12.7 (http://bowtie-bio.sourceforge.net/) and tolerances were set to allow no more than 1 nt mismatch. Tags that mapped multigenes were removed. The number of distinct clean tags for each gene was calculated and then normalized using the TMM method in *edgeR* (http://www.bioconductor.org/packages/2.3/bioc/html/). Saturation analysis was performed to check whether the number of detected genes continued to increase as the total tag number increases. Gene models for all of the up- and down-regulated tags in this study can be obtained from the *Physcomitrella* Genome Browser using the gene ID number assigned to each tag feature.

A rigorous algorithm to identify DEGs between two samples was developed for significance testing [70]. The *P* value corresponds to the differential gene expression test. The FDR was applied to determine the threshold *P* value in multiple tests and analyses [71]. The number of tags mapped to a reference gene was considered as the expression abundance of the gene. Expression abundances of a gene from two samples were compared to determine differences in expression. A gene was considered to show a statistically significant change in expression between samples when the expression difference was more than four-fold the cutoff value (|log_2_Ratio|≥2) with *P* value≤0.01 and FDR<0.01.

### Quantitative real-time PCR assay

Samples were prepared using the method described above and total RNA was isolated from three biological repeats of t-0 protoplasts and t-24, t-48 and t-72 cultured cells. DNA contamination was removed from each RNA sample using RQ1 RNase-free DNase (RQ1; Promega Corporation, USA). cDNA synthesis was performed with SuperScript™ III reverse transcriptase (Invitrogen) and 5 µg total RNA for each sample using oligo (dT18) primers. For real-time PCR, gene-specific primers were designed using Primer 5 software (Primer 5, Applied Biosystems, USA), assessed by Oligo 6 and synthesized by Shenggong Cooperation (Shenggong, Shanghai, China). Primers used in the real-time PCR assay are listed in Table S2. Real-time PCR was performed using a Corbett Research Rotor-Gene 3000 under the following conditions: 94°C for 5 min (1 cycle); 94°C for 20 s, 50–60°C for 20 s, and 72°C for 20 s (50 cycles). Transcript abundances were identified using the SYBR Green PCR Master Mix (TaKaRa). Each reaction contained 1× mix buffer, 0.25 µM each primer, and about 2 ng cDNA in a final volume of 20 µl. qRT-PCR for each gene was performed on three biological replicates with three technical replicates per biological replicate. Melting curves were performed on the product to test if only a single product was amplified without primer–dimers and other bands. The resulting products with all primer combinations were visualized on a 2% agarose gel to confirm the generation of a single product of the correct size. Pp1s97_279V6 expression was used as an internal control to normalize all data. Relative quantitative analysis was performed using comparative quantitation with Rotor-Gene Real-Time Analysis Software 6.1. Significant variation from the internal control was determined using Student's *t*-test where *p*≤0.05 was considered to be differentially expressed.

### Gene Ontology functional and pathway enrichment analysis of differentially expressed genes

Gene Ontology (GO, http://www.geneontology.org/) is an international standardized gene functional classification system that offers a dynamic-updated controlled vocabulary and a strictly defined concept to comprehensively describe properties of genes and their products in any organism. GO covers three domains: cellular component, molecular function, and biological process. GO functional enrichment analysis was used to identify significant enriched GO terms in DEGs. Statistical significance of GO terms was calculated with the following formula [36]:
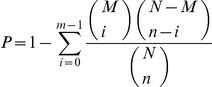
where *N* is the number of all genes with GO annotation, *n* is the number of DEGs in *N*, *M* is the number of all genes that are annotated to certain GO terms, and *m* is the number of DEGs in M. GO terms with a *P* value<0.05 were significantly enriched in DEGs. The top 15 significantly enriched GO terms in each DEG set were considered for further analysis on the basis of the enrichment factor.

Pathway enrichment analysis was used to identify significantly enriched metabolic pathways or signal transduction pathways in DEGs compared with the whole genome background. Pathway analysis of DEGs was performed using the KEGG database and Fisher's exact test algorithm to calculate the statistical significance of each pathway [36]. The formula used was the same as that for GO analysis. In this instance, *N* is the number of all genes with KEGG annotation, *n* is the number of DEGs in *N*, *M* is the number of all genes annotated to specific pathways, and *m* is number of DEGs in *M*. Since a large number of pathways were involved, we implemented FDR correction to control the overall Type I error rate of multiple hypotheses. The *Q* value was calculated to determine the threshold *P* value in multiple tests and analyses [72]. Pathways with a *Q* value<0.05 were significantly enriched in DEGs. In addition, a cluster analysis was performed using the statistical significance pathway data of the three sample groups with Cluster 3.0 (http://smd.stanford.edu/resources/restech.shtml). The *x*-axis was the pathway's *p* value, and the *y*-axis was the different sample groups [73].

### Identification of key candidate factors during protoplast reprogramming

To identify the key candidate factors during protoplast reprogramming, the comparison of two consecutive time-points was transformed into a comparison using the t-0 time-point as a common reference point. We obtained the union of the three DEG groups, and performed a K-means clustering analysis with MEV (http://www.tm4.org/mev/) using the normalized gene expression level of each DEG.

## Supporting Information

Figure S1 **Distribution of distinct clean tags in each sample.**
(TIF)

Figure S2 **Saturation evaluation of expression of unique tags in each sample.**
(TIF)

Figure S3 **Smear plots from the** ***edgeR*** **-based analysis of gene expression.** Genes are plotted based on their log-fold change of transcript abundance between two compared samples on the *y*-axis and log concentration on the *x*-axis for raw tag libraries separately. Differentially expressed genes are shown in red.
(TIF)

Figure S4 **Top 15 significantly enriched GO terms in each sample.**
(TIF)

Figure S5 **Top 15 significantly enriched pathways in each sample.**
(TIF)

Table S1 **List of differentially expressed genes during protoplast reprogramming into stem cells.**
(XLS)

Table S2 **Primer sequences of the selected and internal genes used for real-time PCR analysis.**
(DOC)

Table S3 **List of the** ***R^2^*** **value between DGEP and qRT-PCR.**
(XLS)

Table S4 **Significantly enriched GO terms of differentially expressed genes.**
(XLS)

Table S5 **Significantly enriched pathways.**
(XLS)

Table S6 **Complete gene list of each K-means cluster during protoplast reprogramming in** ***P. patens*** **.**
(XLS)

# Supplementary material for: Transcriptome of Protoplasts Reprogrammed into Stem Cells in Physcomitrella patens
**Source:** PLoS One. 2012 Apr 24;7(4):e35961. doi: 10.1371/journal.pone.0035961
**Supplement:** Table S2 — Primer sequences of the selected and internal genes used for real-time PCR analysis.

Table S2. The primer sequences of the selected genes for quantitative Real-Time PCR.

| Protein ID | Gene symbol | sense primer | reverse primer |
| --- | --- | --- | --- |
| Pp1s170_67V6.1 | EMB1467 | GGGAGGGAGTGATGGAGT | TGCTGTGAATGCGTATGG |
| Pp1s237_67V6.1 | TOM3 | GTGGGAGGAGGAGTTGG | TCTCAGTTCTATCCGTATCAGT |
| Pp1s97_92V6.3 | MAPR3 | GGACGAGTGATGCTTTGT | TTTGGGAACGATAGTGAGA |
| Pp1s352_68V6.1 | LPD1 | AGACTAAGGAGCCGAAGG | TGGCGTCACCAATACAAT |
| Pp1s20_229V6.1 | MEE58 | GCGTCTGATGAACCTGGGATG | AGTGGGCGGGCTTGTATGG |
| Pp1s91_133V6.1 | KT1 | TTCTTGTTCGCACCCAT | AGTTCGTTGAAGTGACCC |
| Pp1s36_271V6.1 | CKS2 | CGCTCAGCCTCGTCTTC | TCCGATACCACGCCATT |
| Pp1s224_106V6.1 | WOX13 | CAACAAACAGCGCATTAAA | ACATGAGGTCCCGAGTG |
| *Pp1s97_279V6.1 |  | AGTTATGTCGCATTCACCG | GCCTTCCAATCAGCCTTT |

* Internal control: HSC70-1

How the deposited data were processed for this re-analysis (not part of the article)

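The deposited file of each time point lists 18800 genes with the tag counts and with a second column whose values equal tags per 100000 clean tags, although it is headed TPM; only the counts, as deposited, were used for tests. The authors prepared the counts with Bowtie, allowing 1 mismatch, after the loss of 2.39%, 4.39%, 14.7% and 55.1% of the raw tags of Table 1 to adaptor sequence at 0, 24, 48 and 72 h. The loss at 72 h is many times that of the other libraries, and with 1 library per time point it cannot be separated from culture time. Arabidopsis matches were taken from the same files, where 15206 genes have a match, 6955 a symbol and 13884 a description.

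Library sizes were scaled by TMM over the 4 libraries, with factors of 1.18, 1.33, 0.914 and 0.694. The exact test of edgeR was run with a dispersion of 1e-09, which stands for 0 since the program does not take 0, on genes with at least 10 tags in the 2 libraries together, with the adjustment of Benjamini and Hochberg. The minimum of 100 tags in the higher library is the lowest such count in the part of Table S1 that was used, and so was set after values of the paper had been seen. Log2 changes carry a prior count of 0.5. Peaks and the choice of k-means with 6 clusters and 50 starts are described at the claims.

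The genes named are those whose ID the paper gives or whose symbol stands beside an ID in the part of Table S1 used, the 8 largest rises and 8 largest falls of each comparison among called genes with a symbol or description, and up to 4 called members of each list and comparison. They were ranked by the end of the 95% interval nearest to 1, by a rule written after values of Tables S1, S3, S4 and S5 had been seen, and any other gene is marked as chosen after its values were seen. Before the data were examined, 24 lists were drawn from the descriptions of all genes, 16 were copied from Table S5 and 10 from Table S4. Lists of transcription factor domains, kinase domains, glutathione S-transferases, these without genes above 1% of a library, cold shock and glycine-rich proteins, and the union of antenna and photosystem genes were added after values were seen.

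On simulated libraries, the test called 100% of 100 genes changed 8-fold and 0 unchanged genes with counting error alone. With a coefficient of variation of 0.4 between cultures it called 85%, 83% and 84% of them in the 3 comparisons, and 147, 140 and 111 unchanged genes. Of 200 simulated random lists, 4.5% lay above the 95th percentile and 7.5% under the 5th, and 96.1% of the intervals held the simulated ratio. The tools were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.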

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

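The tests of scaling, of the supply of light and of library depth were chosen only after the result was seen. Each of 8 genes, which are outside those the paper discusses in its text, held more than 1% of the tags of a library and more than its share at 0 h. They are GSTF9 (Pp1s66_172V6), a glutathione S-transferase, with 9.65% at 72 h after 1.17%, 0.286% and 0.169% at the earlier time points, Pp1s181_57V6, without annotation, with 6.40% at 72 h, LHCB2.2 (Pp1s213_80V6), of the light-harvesting antenna, with 1.60% at 48 h, and Pp1s350_5V6, without annotation, with 1.58% at 72 h. The others are Pp1s52_261V6, without annotation, with 1.44% at 24 h, CCR1 (Pp1s42_251V6), a glycine-rich RNA-binding protein, with 1.34% at 24 h, CSD1 (Pp1s44_277V6), a superoxide dismutase, with 1.23% at 72 h, and Pp1s30_87V6, without annotation, with 1.04% at 24 h. The 8 genes together held 2.48%, 6.18%, 4.21% and 21.6% of the tags at 0, 24, 48 and 72 h.

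Photosynthesis genes were lower at 24 h, higher at 48 h and lower at 72 h, with medians of -1.96, 3.78 and -1.74 for antenna and photosystem genes together. The scaling of the libraries is argued against, since over 3 comparisons and 4 scalings the smallest of these medians in size was 1.74, and so is a weight of a few genes, since without those above 1% it was 1.74 as well. The fall at 72 h came under the same light cycle as the level at 48 h, and no test was made of a passing response to the first light. For the fall at 24 h and the rise at 48 h, darkness and then light remains a candidate explanation beside the recovery of the cells, and these cannot be told apart, since the median of 3.78 has no library of another light regime beside it.

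GSTF9 and Pp1s181_57V6 held 16.1% of the tags at 72 h, after 1.37%, 1.10% and 0.410%. A rise of glutathione S-transferases as a family may be part of it, since the median change of the family's genes below 1% of every library, 1.65 from 48 to 72 h (6 of 22 called higher and 1 lower), lay at percentile 99.7 of random lists; for 24 and 48 h the same list gave 0.01 and -0.63. Amplification of a few tags in that library cannot be told apart from it, since both genes ranked at 65 or better by tags in the other libraries, and a tag that is abundant everywhere can still be amplified in 1 library.

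Fewer genes were seen at 48 and 72 h. Library depth is argued against, since at an equal number of tags the smaller gap to the 24 h library was 2040.2 genes, and so is the weight of a few genes, since without those above 1% the gap was 1962 genes. Drawing down sequenced tags does not test how many different transcripts entered a library before amplification. The 48 and 72 h libraries lost more raw tags to adaptor, 14.7% and 55.1%, against 2.39% and 4.39% at 0 and 24 h. They also held fewer distinct clean tags, 92100 and 98148, against 135590 and 207118. Neither a difference in library preparation nor a biological explanation for the lower number was tested.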

How the results depend on the processing

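Leaving out the genes above 1% of a library and TMM on each pair of libraries were chosen only after the data were seen. All other settings were set before the data were examined, apart from those of the qRT-PCR steps. Without the abundant genes, the library sizes were the sums of the remaining tags with no TMM, so that the removal and the scaling changed together. No paired analysis was possible because each time point has 1 library, and for the same reason no library was left out. Counts of called genes per comparison stayed within 1.5 times under DESeq2 size factors, total tags, clean tags, pairwise TMM and without the abundant genes. With no low-count filter and at coefficients of variation of 0.1 and 0.2, they were the same as the main counts. There the fold and the tag minimum decided every call, so that these settings do not test the calls against spread between cultures. The 20 of 24 qRT-PCR steps of equal direction were the same number under TMM, DESeq2 size factors and clean tags, and were 19 of 22 without the steps of the doubtful WOX13 mean.

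With no tag minimum, called genes were 1263 higher and 1810 lower at 24 h, 2122 and 3494 at 48 h and 2252 and 2100 at 72 h, and 9167 in any, 5806 in 1, 2848 in 2 and 513 in 3 comparisons, since genes of low count enter. With a minimum of 200 tags they were 185 higher and 462 lower at 24 h, 488 lower at 48 h and 544 lower at 72 h, with 2234, 1508, 639 and 87 for the overlap, since fewer genes can be called. With an assumed coefficient of variation of 0.4 they were 160 and 213, 588 and 521, and 576 and 467, with 2027, 1564, 428 and 35, since a wider spread lets fewer genes pass. With the dispersion taken from the 4 time points as if they were replicates, a coefficient of variation of 1.00, all of these counts were 0, since the changes in culture then count as spread, which says nothing about their stability.

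Genes with a peak were 1.03%, 0.559%, 1.73% and 1.74% of the genes listed at 0, 24, 48 and 72 h. At 24 h they were 0.894% with total tags, 0.941% with a minimum of 50 tags and 0.883% without the abundant genes, and at 72 h 0.707% with total tags, 0.803% with clean tags and 1.06% without the abundant genes; the cause was not tested. A minimum of 200 tags gave 0.628% at 0 h and 0.287% at 24 h, a 2-fold rule 3.64%, 1.95%, 4.83% and 4.62% at the 4 time points, and k-means clusters 5.65%, 1.49%, 8.18% and 4.30%, since these rules admit fewer or more genes. The covariances of neighbouring changes, -1.68 and -3.84, were -1.15 and -3.51 with genes of at least 100 mean tags, where the correlations were -0.30 and -0.63, and -1.24 and -2.59 with a prior count of 2; both signs held.

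In the lists, the members called higher minus those called lower changed sign as follows, and the cause was not tested. With total tags, from 48 to 72 h the difference was -4 for LEA, -1 for abscisic acid, -4 for methyltransferases and -2 for the response to abscisic acid, and from 24 to 48 h -1 for the response to wounding and -1 for the proteasome. With clean tags the values were -1 for LEA, methyltransferases, the response to abscisic acid, wounding and the proteasome in the same steps. Without the abundant genes they were -2 for wounding and -1 for the proteasome from 24 to 48 h and 1 for the cell wall terms of Table S4 in the first 24 h. With no tag minimum they were 4 for ribosomal proteins, -1 for methyltransferases and -1 for tip growth in the first 24 h, 3 for cyclins, -1 for abscisic acid, -1 for jasmonic acid, -4 for the response to heat and -5 for the proteasome from 24 to 48 h, and -8 for cyclins, -2 for the cytoskeleton and -3 for methyltransferases from 48 to 72 h. At a coefficient of variation of 0.4 they were -1 for cytokinin, 1 for selenoamino acids and -2 for glycolysis and gluconeogenesis in the first 24 h, 1 for cyclins and 1 for methyltransferases from 24 to 48 h, and -1 for abscisic acid from 48 to 72 h. Lists with more members called higher than lower at 24 h numbered 1 at that coefficient, lists with more called lower at 48 h numbered 4, and with total tags those with more called lower at 72 h numbered 14.

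Of named genes, 8 had a change from 24 to 48 h of the other sign in log2 units, none of them called. GGH1 (Pp1s26_236V6) was -0.39 with total tags and -0.34 with clean tags, OPR1 (Pp1s1_405V6) -0.31 and -0.27, the LEA gene Pp1s234_91V6 -0.20 and -0.16, ETR1 (Pp1s54_307V6) -0.16 and -0.11, TSPO (Pp1s293_29V6) -0.099 and -0.055, and Pp1s34_11V6, of the proteasome, -0.070 and -0.026. With total tags alone, PKP-BETA1 (Pp1s205_25V6) was -0.038 and Pp1s199_17V6, of the ribosome, -0.0029, and from 48 to 72 h LHCA1 (Pp1s158_109V6) was -0.076 and BIP2 (Pp1s181_3V6) -0.014. These scalings move the median of all genes in these steps in the same direction. Depth limits what was seen of genes near 3 tags, and a gene with fewer than 100 tags in the higher library was not called at any fold.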

Differences from the paper's values

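Settings named as planned were set before the deposited counts were examined, those on the tag minimum after counts of Table S1 had been seen. The counts use the paper's stated thresholds of p and fold, while the minimum of tags is not stated in the paper. The paper gives 4630 genes called in a single comparison and 2513 were found; with no tag minimum the count was 5806, within 1.5 times the paper's, and with DESeq2 size factors, total tags, clean tags, a minimum of 200 tags, no low-count filter, assumed coefficients of variation of 0.1, 0.2 and 0.4 and the dispersion from the 4 time points it was not. With no tag minimum, however, 9167 genes were called in any comparison, where the paper gives 4827, and 3073 at 24 h, where it gives 1095. Table S1 has 3686 entries, and 3688 genes were found in any comparison. For genes called in 2 comparisons the paper gives 197 and 1026 were found, and no setting came within 1.5 times of the paper's count. All of these settings count calls of either direction. Taken by direction, 9 genes were higher and 22 lower in both the first and the second comparison. For the second and the last they were 12 and 2, and for the first and the last 44 and 108. The paper does not state whether its 197 and 4630 treat only calls of the same direction as shared. For genes with a peak at 72 h the paper gives 196, a k-means pattern of its changed genes, while 327 were found by a 4-fold rule, so that these counts are of different kinds, and k-means with 6 clusters gave 808; planned settings within 1.5 times were total tags, clean tags (151) and a minimum of 200 tags (247), while DESeq2 size factors, a minimum of 50 tags, a 2-fold rule and k-means were not. Leaving out the genes above 1% of a library, a setting chosen after seeing the values, gave 200. That setting also drops TMM, so that its count cannot be credited to the removal of those genes alone.

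Table S3 mixes scales, since the values of 2 genes lie nearer to tags per 100000 clean tags and those of 6 genes to tags per 1000000. On the scale of each gene, 4 of 32 values lie more than 1.5 times from the counts, while most others of the 6 genes differ by a smaller factor, and no alternative applies: for TOM3 at 72 h the paper has 549.19 and the count gives 852, and for KT1 the paper has 77.26, 7.4 and 1.69 at 24, 48 and 72 h and the counts give 39.4, 0 and 0.

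The paper reports no gene called in all comparisons, and 149 were found, against 150 among the part of Table S1 used here. All of the 149 changed direction between comparisons, so that a count of calls in the same direction would hold no such gene. The paper treats HSC70-1 as a relatively stable reference, and its level varied 10.6-fold after TMM scaling. The paper places the highest level of BAM2 in fresh protoplasts, and its tags were 124 at 0 h and 147 at 24 h, while those of WOX13 were highest at 0 h. The paper names Pp1s233_104V6 as PRMT4B and Pp1s271_68V6 as ATMS1, and both carry other Arabidopsis matches in the files.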

Other observations

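The tests of the reference gene and of the cell cycle genes were chosen only after the result was seen. At 24 h, transcripts of proteins that protect against drying were abundant. Among LEA and dehydrin genes, 13 of 34 were called higher and 0 lower, with a median log2 change of 1.22 (percentile 100.0), by 48 h 1 of 31 were called higher and 3 lower, with a median of -0.67 (percentile 5.62), and by 72 h 3 of 31 were called higher and 2 lower, with a median of 0.00 (percentile 43.0) that total tags turn to -0.38, clean tags to -0.25 and DESeq2 size factors to -0.01. Pp1s156_7V6 and Pp1s118_232V6, of this family, were 98.2-fold higher (95% interval 62.0 to 166) and 91.0-fold higher (95% interval 45.9 to 212) at 24 h. Peroxidases and glutathione S-transferases together had 0 higher and 9 lower of 53 at 24 h, with a median of -1.14 (percentile 0.0100), 4 higher and 1 lower of 46 at 48 h, with 0.56 (percentile 95.6), and 9 higher and 4 lower of 46 at 72 h, with 0.05 (percentile 53.5) that total tags and clean tags turn to -0.33 and -0.20.

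The histone list had 0 higher and 0 lower of 14 at 24 h, with a median of -0.37 (percentile 24.5). At 48 h it had 2 higher and 1 lower of 15, with 1.40 (percentile 99.2), and at 72 h 2 higher and 0 lower of 14, with -0.19 (percentile 38.6). This list was matched by description and also holds Pp1s101_1V6, described as a histone methyltransferase and not a histone. That gene was called at 48 h and was called higher at 72 h. DNA replication genes had 1 higher and 0 lower of 32 with 0.90 (percentile 99.7), 0 higher and 0 lower of 33 with -0.53 (percentile 60.7), and 2 higher and 0 lower of 30 with 0.09 (percentile 60.7) that total tags and clean tags turn to -0.30 and -0.16. That both groups rise as cells re-enter the cell cycle at 48 h was tested and stays open. The histone list, with Pp1s101_1V6 in it, lay at percentile 99.2, and DNA replication genes, of which 4 of 48 reached 100 tags, at 60.7. Pp1s3_368V6, a histone, rose from 24 to 48 h, 7.76-fold higher (95% interval 5.01 to 12.5), POLH (Pp1s69_54V6), a DNA polymerase, rose in the first 24 h, 6.76-fold higher (95% interval 4.02 to 12.1), and RPA70C (Pp1s222_133V6), a replication factor, rose from 48 to 72 h, 7.02-fold higher (95% interval 4.85 to 10.4).

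Proteasome genes had 0 higher and 1 lower of 55 with a median of 0.00 (percentile 71.0), 3 higher and 2 lower of 53 with -0.22 (percentile 48.6), and 2 higher and 2 lower of 48 with 0.14 (percentile 64.4) that total tags and clean tags turn to -0.25 and -0.11. PBC1 (Pp1s130_217V6), a proteasome subunit, rose from 24 to 48 h, 23.8-fold higher (95% interval 15.6 to 37.9). Cytoskeleton genes had 1 higher and 1 lower of 77 with -0.28 (percentile 16.1), 5 higher and 5 lower of 66 with -0.07 (percentile 78.4), and 5 higher and 2 lower of 57 with -0.17 (percentile 29.3), and TUB8 (Pp1s252_90V6), a tubulin, rose from 24 to 48 h, 11.4-fold higher (95% interval 8.94 to 14.7). Cold shock and glycine-rich RNA-binding genes had 0 higher and 1 lower of 10 with 0.36 (percentile 90.3), 1 higher and 2 lower of 10 with 0.60 (percentile 74.7), and 1 higher and 1 lower of 10 with -0.13 (percentile 38.4). Kinase genes had 1 higher and 7 lower of 207 with -0.06 (percentile 51.2) that DESeq2 size factors, total tags and clean tags turn to 0.03, 0.12 and 0.03, 2 higher and 16 lower of 205 with -0.82 (percentile 4.37), and 11 higher and 4 lower of 169 with 0.12 (percentile 75.4) that total tags and clean tags turn to -0.27 and -0.13. Transcription factor genes had 19 higher and 8 lower of 281 at 72 h, with 0.14 (percentile 86.0) that total tags and clean tags turn to -0.25 and -0.11. Of the 4 purine genes of Table S4, 0 were called at 24 h, and 1 was called higher and 1 lower at 48 h.

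If the change in the tags of HSC70-1 were carried into the qRT-PCR values, dividing by it would bring the tag counts closer to them, and the steps of equal direction were 16 of 24 after the division and 20 before it, or 15 and 19 of 22 without the doubtful WOX13 mean. The division lost 5 steps and gained 1 (exact sign test, p = 0.219), too few to decide. Across genes, the covariance of the log2 changes of the first and second comparison was -1.68, with a correlation of -0.35, where simulated libraries without change, at a coefficient of variation of 0.4, gave -0.43 and -0.50.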
